# Transient PP2A inhibition alleviates normal tissue stem cell susceptibility to cell death during radiotherapy

**DOI:** 10.1038/s41419-018-0559-0

**Published:** 2018-04-30

**Authors:** Maria Rita Fabbrizi, Barbara Meyer, Sandeep Misri, Suyash Raj, Cheri L. Zobel, Dennis E. Hallahan, Girdhar G. Sharma

## Abstract

Unintended outcomes of cancer therapy include ionizing radiation (IR)-induced stem cell depletion, diminished regenerative capacity, and accelerated aging. Stem cells exhibit attenuated DNA damage response (DDR) and are hypersensitive to IR, as compared to differentiated non-stem cells. We performed genomic discovery research to compare stem cells to differentiated cells, which revealed Phosphoprotein phosphatase 2A (PP2A) as a potential contributor to susceptibility in stem cells. PP2A dephosphorylates pATM, γH2AX, pAkt etc. and is believed to play dual role in regulating DDR and apoptosis. Although studied widely in cancer cells, the role of PP2A in normal stem cell radiosensitivity is unknown. Here we demonstrate that constitutively high expression and radiation induction of PP2A in stem cells plays a role in promoting susceptibility to irradiation. Transient inhibition of PP2A markedly restores DNA repair, inhibits apoptosis, and enhances survival of stem cells, without affecting differentiated non-stem and cancer cells. PP2Ai-mediated stem cell radioprotection was demonstrated in murine embryonic, adult neural, intestinal, and hematopoietic stem cells.

## Introduction

Ionizing radiation (IR) is a major cancer treatment modality for primary and metastatic cancers, but invariably results in debilitating organ dysfunction such as cognitive impairment^1,2^ and learning deficiencies in patients subjected to cranial irradiation^3,4^. Similarly, IR therapy-induced intestinal injury is a common problem in patients with abdominal and pelvic cancers and is associated with a loss of stem cells^5^. IR response of progenitor cells is determined mostly by the intrinsic radiation hypersensitivity and unique molecular/epigenetic regulation of DNA damage response (DDR) and apoptotic response (AR) in stem cells^6–8^. Although all the mechanistic regulation of stem cell radiosensitivity has not been elucidated, the differential expression of several genes in stem cells plays a role in attenuated DDR and heightened AR^6^. For example, histone modifications that are unique to stem cells include Histone 3 Lysine 56 acetylation (H3K56ac)^7^ and H3K9 acetylation/methylation^8^.

Embryonic stem (ES) cells in culture maintain the stem cell phenotype and provide a discovery tool when compared to differentiated (ED) cells. We compared the gene expression of ES and ED cells and found that Phosphoprotein Phosphatase 2A (PP2A) contributes to DDR signaling and is associated with the radiosensitivity observed in normal stem cells. PP2A activity has also been associated with maintenance of “stemness”^9^. PP2A holoenzyme participates in many cellular functions such as neural growth, replication, and several metabolic pathways^10,11^. PP2A dephosphorylates pATM and γH2AX, and deactivates DDR once the DNA strand break (DSB) is repaired^12^. In addition, PP2A dephosphorylates Akt at both Thr308 and Ser473 sites, resulting in consequent apoptotic pathway activation^13^, and PP2A inhibition has been suggested as potential cancer treatment and knockdown of PP2A in several in vitro cancer cell models resulted in elevated γH2AX and increased radiosensitivity^14–17^. However, recent studies suggest PP2A activation as potential tumor suppressor and indicate promising results in chemotherapeutic treatment of cancers^18^, therefore further studies are needed to elucidate the mechanisms. The role of PP2A in stem cell response during the DDR was studied in the experiments presented herein. We hypothesized that PP2A phosphatase antagonizes DNA repair and is a unique molecular switch that imparts differential response to DNA damage in stem cells. We compared karyotypically normal, early passage, radiosensitive stem cells with isogenic, differentiated cells to delineate the role of PP2A during the DNA damage and apoptotic responses.

We thus show that PP2A contributes to stem cell radiosensitivity in murine intestinal organoids, neural, and hematopoietic stem cells all of which belong to the tissues that demonstrate high radiosensitivity in their stem cell compartment. Transient suppression of PP2A significantly decreased stem cell radiosensitivity, reduced IR-induced apoptosis, and improved stem cell survival without affecting differentiated cells or cancer cells. In addition, we observed PP2Ai-mediated reduction in IR-sensitivity in human neuroprogenitor cells. PP2A inhibition may be a therapeutic approach for radioprotection of normal tissue stem cells during radiotherapy in cancer patients.

## RESULTS

### PP2A is constitutively overexpressed in stem cells in vivo and in culture

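Gene expression was measured in 6 groups of 3 samples each on Agilent one-color arrays, on which Cy3-labeled cRNA of 1 sample is hybridized to 1 array, with no pooling. The groups were unirradiated mouse embryonic stem cells, which were isolated from blastocysts (ES), unirradiated isogenic cells differentiated from them by depletion of leukemia inhibitory factor (ED), and both cell types collected 15 min (ESRE and EDRE) or 4 h (ESRL and EDRL) after 10 Gy IR. The paper gives the differentiation as at least 4 days and the labels of the samples as 7 days or until stem cell markers were lost. The authors deposited the scanner output of the 18 arrays, read with Agilent Feature Extraction, in which the processed signal of a spot is a background-subtracted intensity with no normalization between arrays. Each array held 39448 spots. The 1417 control spots and 200 negative control spots not marked as controls were left out, which left 37246 probes with 34289 distinct gene names, and RefSeq named the gene of 22216 probes. Spots that the scanner software marked as outliers were also left out.

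Signals were put on the log2 scale and set relative to the 75th percentile of the array, so that a value of 0 is the brightness of that percentile. The 75th percentile lay between 2806 and 4268 on most arrays, but was 875 and 1155 on replicates 2 and 3 of EDRE and 1952 on replicate 1 of ESRL. On the same replicates 2 and 3 of EDRE, 24.4% and 23.8% of the spots were outliers, against 3.33% to 11.1% on the other arrays, and 49.5% and 55.5% of the probes were well above background, against 63.3% to 86.1%. Between replicates of a group, Pearson's r across probes, which are not independent of each other, was between 0.907 and 0.973 in EDRE, between 0.961 and 0.980 in ESRL and between 0.986 and 0.997 in the other groups.

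The arrays carried 6 scan times, each taken here as 1 slide. This is an inference, since the paper's methods describe slides that hold 1 array each. Slide stands for scan time throughout. The 3 ES arrays had a slide of their own. The 3 ED arrays shared a slide with replicate 3 of ESRE, the 3 EDRL arrays with replicate 1 of EDRE, and replicates 1 and 2 of ESRE with replicates 2 and 3 of ESRL. Replicates 2 and 3 of EDRE had a slide of their own, and replicate 1 of ESRL was scanned alone on another day. No slide held a group together with its control, so a value within 1 slide cannot be given for any of the 5 comparisons, and slide could enter a fit only as a random block. All 18 arrays were fitted together with limma, and a gene was counted as higher or lower where at least 1 of its probes had a Benjamini-Hochberg adjusted p under 0.05 and changed by more than 1 on the log2 scale, among probes well above background on all 3 arrays of at least 1 of the groups compared. The number of arrays limits the precision of every value.

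**Figure D1:**
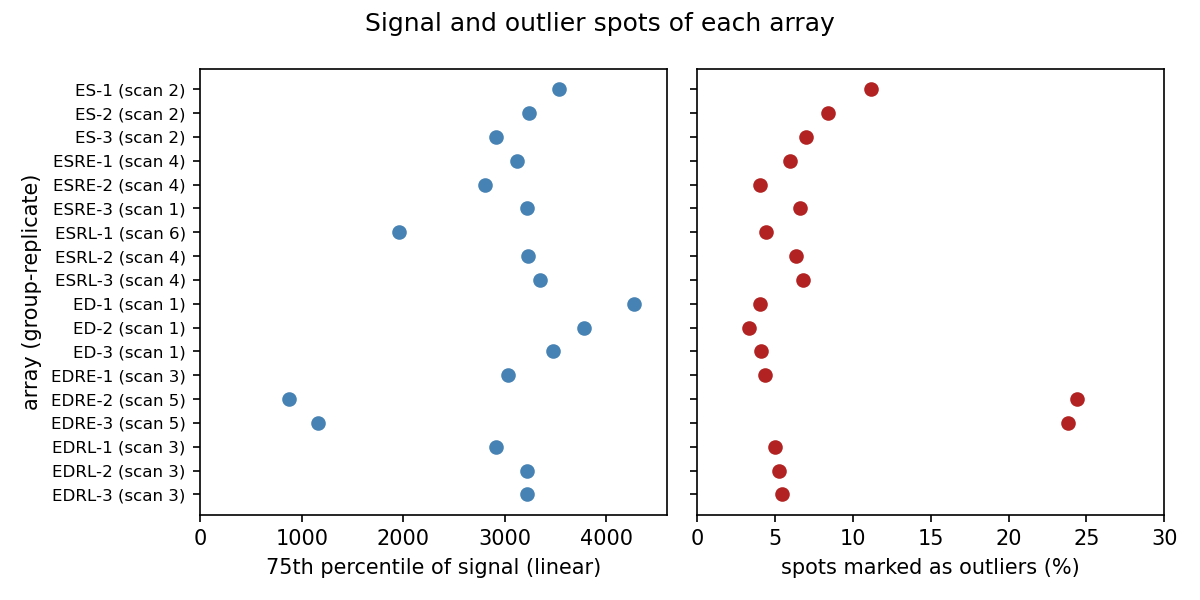
The 75th percentile of the processed signal (left, linear scale) and the percentage of spots marked as outliers (right) for each of the 18 arrays, named by group and replicate, with the number of the scan time in brackets. Replicates 2 and 3 of EDRE, at 875 and 1155, have the lowest signal and, at 24.4% and 23.8%, the most outlier spots.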

To identify the unique regulatory mechanisms underlying stem cell radiation response, gene expression profiles of isogenic ES and ED cells^7,8^ were compared before and after radiation treatment using genechip microarray analysis. 

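At 15 min after IR, 74 genes were higher and 44 lower in ESRE than in ES, of 25523 genes tested, and 500 were higher and 663 lower in EDRE than in ED, of 22454. At 4 h, 177 genes were higher and 1766 lower in ESRL than in ES, of 25625, and 326 were higher and 59 lower in EDRL than in ED, of 23257. Of the probes measured on all 6 arrays of a comparison, the values of the irradiated and control arrays did not overlap for 35.0% in ESRE, 34.1% in ESRL, 25.4% in EDRE and 44.6% in EDRL, where chance gives 10%. The balance of genes higher and lower depended on the scaling and background correction. In EDRE 2922 genes were higher and 143 lower with normexp background correction. With each array set to its median, 1354 were higher in EDRE, or 71.6%. In ESRL 551 were higher and 1032 lower with that scaling, 330 and 623 with quantile normalization, and 29 and 47 with normexp. With slide as a random block, no gene was higher or lower in ESRE or ESRL, 0 were higher and 1 lower in EDRE, and 32 were higher and 0 lower in EDRL. In that limma fit, 204, 689, 1055 and 949 probes of ESRE, ESRL, EDRE and EDRL had an unadjusted p under 0.05. Each was fewer than chance gives for the probes tested, so the low counts of that fit decide little. With each array of ES and ESRE left out in turn, between 18 and 32 genes were higher and between 7 and 58 lower in ESRE. With an array of the other groups left out, which enters only the spread, between 74 and 298 genes were counted in ESRE, the most without replicate 1 of EDRE and the fewest without replicate 2 of ED. The EDRE counts also rested on single arrays, since 3101 genes were higher and 2347 lower without replicate 1 of EDRE, and 78 higher and 177 lower without replicate 2 of ED. The 5516 probes that passed the threshold from replicates 2 and 3 of EDRE alone had a median absolute change of 1.38 there. In replicate 1 their median change, taken in the direction of replicates 2 and 3, was 0.09. As the probes were chosen by replicates 2 and 3, part of this gap may come from that choice. In ESRL, 293 genes were higher and 3781 lower without replicate 2, and 91 higher and 730 lower without replicate 2 of ES.

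Among genes well above background on all arrays of both groups and without overlap between them, the largest rise in ESRE was that of the transcript AK013157, from -3.49 ± 0.10 (SD, n = 3) in ES to -0.99 ± 0.54 (SD, n = 3), a log2 change of 2.50 (standard error 0.52, limma's adjusted p = 0.0447). AK083336 rose by 2.47 (standard error 0.32, adjusted p = 0.00462), and Vmn1r229 fell by 2.10 (standard error 0.34, adjusted p = 0.014) and the transcript uc007kit fell by 2.06 (standard error 0.41, adjusted p = 0.0403). In ESRL, Tnfrsf18 rose by 2.46 (standard error 0.67, adjusted p = 0.0351) and Trp73, a relative of p53, by 2.12, from -1.51 ± 0.04 (SD, n = 3) to 0.62 ± 0.38 (SD, n = 3; adjusted p = 4.96e-04). The largest falls were those of AK080539, which fell by 3.02 (adjusted p = 0.0102), and AK154683, which fell by 2.91 (adjusted p = 0.0358) with an SD of 2.26 between the 3 ESRL arrays. In EDRE, Rcan2 and Drc7 both rose by 2.38 (adjusted p = 0.00682 and 5.27e-04), Rbm12b2 fell by 2.27 (adjusted p = 0.0116) and AK011638 fell by 2.15 (adjusted p = 0.0157). In EDRL, 1700007K13Rik rose from -5.28 ± 0.07 (SD, n = 3) to -0.11 ± 0.08 (SD, n = 3), a log2 change of 5.17 (standard error 0.42, adjusted p = 8.26e-06), and the transcript NM_007955, which RefSeq did not name, rose by 3.84 (standard error 0.16, adjusted p = 1.42e-08). Wdr20rt fell by 2.40 (standard error 0.58, adjusted p = 0.042) and Ung fell by 2.41 (standard error 0.26, adjusted p = 6.41e-04). With each array of the groups compared left out in turn, AK083336, Trp73, AK080539, Rcan2, Drc7, 1700007K13Rik, NM_007955 and Ung kept the threshold in 6 of 6 fits, and Rbm12b2 and AK011638 in 4 of 6. It was kept by Vmn1r229 in 2 of 6, by uc007kit, Tnfrsf18, AK154683 and Wdr20rt in 1 of 6 and by AK013157 in 0 of 6, where the adjusted p of AK013157 lay between 0.114 and 0.185. In the 12 fits without an array of another group the threshold was kept by all of these except uc007kit in 7, AK013157 in 6 and AK154683 and Wdr20rt in 5.

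The difference between the responses was tested as an interaction of IR and cell type. A gene was counted there by an adjusted p under 0.05 alone, with no limit on the size of the difference. The change at 15 min differed between ES and ED cells for 545 genes of 25778 tested, with a change more positive in ES for 223 and in ED for 323, 1 gene being counted on both sides. At 4 h it differed for 308 genes of 26021, 69 more positive in ES and 239 in ED. Without replicate 1 of EDRE the number at 15 min was 6949, and without replicate 2 of ES it was 136. Without replicate 2 of ESRL the number at 4 h was 1515, and without replicate 3 of ES it was 128. With slide as a random block both were 0. In that limma test 259 and 382 of 28103 and 28382 probes had an unadjusted p under 0.05. This is fewer than chance gives, so the block decides nothing here.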

With the aim of finding contrasting gene expression patterns, differential alterations in expression profiles were investigated at an early time point of 15 min (radiation early, RE) and at a late time point of 4 h (radiation late, RL) after irradiation on ES and ED cells. 

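Of 26264 genes tested, 3904 were higher and 6998 lower in ED than in ES cells, 6 of them with probes on both sides, so that 10896 genes changed. Of the probes measured on all 6 arrays, 71.2% had no overlap between the ED and ES values. The direction depended on the scaling of the arrays. With each array set to its median in place of the 75th percentile, 6976 genes were higher and 4876 lower, and the median change of all probes moved from -0.19 to 0.46 on the log2 scale. With slide as a random block, 2072 genes were higher and 3417 lower, and 5479 of the 10896 genes were found again.

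Markers of stem cells were lower in ED cells. Pou5f1, which encodes Oct4, was at 6.69 ± 0.09 (SD, n = 3) in ES and at -3.59 ± 0.08 (SD, n = 3) in ED cells, where it fell by 10.29 on the log2 scale (standard error 0.28, adjusted p = 7.17e-13, limma). Sox2 fell by 2.37 (standard error 0.25, adjusted p = 1.75e-06) and Fut4, which makes the SSEA1 antigen, fell by 2.19 (standard error 0.27, adjusted p = 5.9e-06). Nanog fell by 8.85 (standard error 0.35, adjusted p = 5.37e-08), with its value in ES from 1 array, which is assumed to vary like the other groups. The largest falls were those of Dppa5a, from 8.01 ± 0.11 (SD, n = 3) to -5.13 ± 0.52 (SD, n = 3), and Igf2, from 6.50 ± 0.07 (SD, n = 3) to -6.59 ± 0.29 (SD, n = 3). Ereg, the largest rise, went from -6.89 ± 0.13 (SD, n = 3) to 3.45 ± 0.05 (SD, n = 3), and S100a4 from -3.31 ± 0.16 (SD, n = 3) to 6.88 ± 0.19 (SD, n = 3). Of the genes that the paper studies in apoptosis and DNA damage signaling, Bcl2 was higher in ED cells by 2.78 (standard error 0.20, adjusted p = 1.02e-07) and Akt1 by 1.95 (standard error 0.17, adjusted p = 6.06e-07). Bax fell by 0.90 (adjusted p = 0.0326), less than the limit of 1, and Atm had no usable spot on the 3 ED arrays.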

Differentiation of stem cells led to transcriptional induction of 3622 genes, whereas 4960 genes were suppressed (Fig. 1a). Of these 8582 genes, expression of 139 genes was commonly altered when stem cells underwent differentiation, as well as after irradiation of differentiated cells. In contrast, expression of 144 genes was commonly altered following both differentiation and irradiation in stem cells (Supplemental Fig. S1A). 

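An intersection was taken as the genes changed in either direction by differentiation and at both times after IR. In ED cells 45 genes changed at both 15 min and 4 h, 1118 only at 15 min and 340 only at 4 h. Of the 45, 31 also differed between ED and ES cells. Among these, 16 changed after IR at both times in the direction opposite to differentiation, 11 in the same direction and 4, named after their values were seen (Oas1d, Oas1f, Hs3st6 and the transcript NM_145395), in different directions at the 2 times. Drc7, for example, was lower in ED than in ES cells by 2.97 on the log2 scale and rose after IR by 2.38 at 15 min and 1.63 at 4 h (adjusted p = 1.01e-07, 5.27e-04 and 0.00185, limma). Because the same ED arrays enter all of these comparisons, chance values are shared between them. In 20 simulations with irradiated groups that did not change, the intersection held 0 genes. In 20 with as many changed genes placed independently it held 7.2 on average, from 4 to 16. The simulated arrays varied independently, with no difference between slides, so these values leave out what slides would add. Changed by more than 2-fold without a test, 146 genes were in the ED intersection. It held 0 genes in limma's fits with slide as a random block or with only the 2 groups compared. It also held 0 with the methods' t-test after Benjamini-Hochberg adjustment, before which it held 50. Without replicate 1 of EDRE there were 71 genes, and without replicate 3 of EDRE or replicate 2 of ED 9.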

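In ES cells 39 genes changed at both times after IR, 79 only at 15 min and 1904 only at 4 h. Of the 39, 21 also differed between ED and ES cells. In 17 of these, among them Rpl12, Sp3 and Sos1, IR changed expression in the direction of differentiation at both times, and in 4, Apoe, Dna2 and the transcripts uc007ayq and uc009lbr, in the opposite direction. A second probe of Apoe changed by -0.12 in ESRE and 0.03 in ESRL (adjusted p = 0.944 and 0.922, limma). Apart from Rpl12, these genes were chosen after their values were seen. With the ES arrays shared in the same way, simulated groups that did not change gave 0.05 genes on average and at most 1. Independently placed changes gave 3 on average, from 1 to 5. These simulations also held no difference between slides. The ES arrays have a slide of their own, so the simulations cannot tell the 21 genes from a difference between slides. More than 2-fold changes without a test gave 264 genes, and limma's fit with slide as a random block gave 0. The methods' t-test gave 75 before and 0 after Benjamini-Hochberg adjustment. Without replicate 1 of ESRL the intersection held 64 genes, and without replicate 1 of ESRE 7.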

We reason that these unique subsets of genes in the intersection lists (Supplemental Table 1, the raw data of gene-expression profiling at NIH’s Gene Expression Omnibus can be found at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=hpexbaiyaoawyre&acc=GSE44780) contain potential molecular regulators of the radiosensitive and radioresistant phenotypes of stem and non-stem cells, respectively. 

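Supplemental Table 1 is analysed here only gene by gene, because the copy used holds 175 names altered by radiation in ES cells, 126 altered there by radiation and differentiation, 167 altered by radiation in ED cells and 131 altered there by both, fewer than the paper gives for its intersections, and no test of overlap was made. The genes followed were fixed before the data were examined and 31 of the 32 were on the array, H2afx having no probe under that name. Of those tested, 15 of 27 differed between ED and ES cells, whether adjusted over all probes or adjusted over the list alone. In ESRE 3 of 29 changed, or 5 adjusted over the list alone, in ESRL 2 of 28, or 2, in EDRE 5 of 26, or 7, and in EDRL 5 of 26, or 5. Part of the list was picked by the study from these samples, so the counts adjusted over the list alone are not independent evidence.

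Among the ribosomal protein genes that the table lists for ES cells, Rpl12 rose from 4.87 ± 0.29 (SD, n = 2) in ES to 6.95 ± 0.20 (SD, n = 3) in ESRE and 6.51 ± 0.65 (SD, n = 3) in ESRL, by 2.08 and 1.64 on the log2 scale (adjusted p = 0.0194 and 0.0108, limma). The difference of these changes from those in ED cells did not pass the threshold (adjusted p = 0.055 at 15 min and 0.0857 at 4 h). Rpl35a rose by 1.10 in ESRE (standard error 0.19, adjusted p = 0.0232) and Rpl19 by 1.02 (standard error 0.18, adjusted p = 0.032). The rises of Rpl34 by 1.15 (adjusted p = 0.0621) and Rps27a by 0.96 (adjusted p = 0.0597) did not pass the threshold in ESRE, nor did those of Rps25 (adjusted p = 0.693) and Rpl39l (adjusted p = 0.536). Rpl36al had no usable spot on the ES arrays. Of the genes listed for ED cells, Trp53inp1, a target of p53, rose from 0.87 ± 0.09 (SD, n = 2) in ED to 2.04 ± 0.43 (SD, n = 3) in EDRE and 3.09 ± 0.03 (SD, n = 3) in EDRL, by 1.17 and 2.22 (adjusted p = 0.0197 and 1.6e-04), and it also rose in ESRL, by 1.15 (adjusted p = 0.00803). Btg2 rose by 1.87 in EDRE and 2.18 in EDRL (adjusted p = 0.0268 and 0.0144). For neither gene did the difference in change between ES and ED cells pass the threshold. Limma's adjusted p of the interaction at 15 min and 4 h were 0.588 and 0.159 for Trp53inp1, and 0.172 and 0.0684 for Btg2. Fos rose by 1.73 and 1.55 (adjusted p = 0.00639 and 0.00341), and its change differed from that in ES cells by -1.76 at 15 min and -1.82 at 4 h (adjusted p = 0.0342 and 0.0274 for the interaction). Pmaip1 was not well above background on the ED arrays. In ES cells it was at 2.52 on the 1 array with a usable spot, and with its outlier spots kept it was at least 1051-fold higher than in ED cells, a bound set by the lowest signal among probes well above background on each ED array. With slide as a random block, none of these changes after IR kept its adjusted p under 0.05 except that of Trp53inp1 in EDRL. Neither interaction of Fos passed there. With each array of the groups compared left out in turn, Rpl35a and Rpl19 passed the threshold in 0 of 6 fits, Rpl12 in 2 of 6 in ESRE and 5 of 6 in ESRL, Trp53inp1 in 2 of 6 in EDRE and 6 of 6 in EDRL, Btg2 in 1 of 6 and 4 of 6, and Fos in 5 of 6 and 6 of 6. In the 12 fits without an array of another group only Rpl19 lost it, in 4.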

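The GeneGo gene lists were not used here. In their place 4 lists were fixed before the data were examined, of ribosomal proteins, p53 target genes, DNA replication and RNA transport, and each was tested after IR with camera, which sets the changes of a list against those of all other genes. The 16 tests were adjusted together. Ribosomal protein genes were higher in ESRE, with a median log2 change of 0.29 over 81 genes, 71 of them higher (adjusted p = 8.4e-14), and in ESRL, with a median of 0.26 and 74 of 81 higher (adjusted p = 1.9e-09). DNA replication genes were also higher, by a median of 0.25 in ESRE with 27 of 35 higher (adjusted p = 2.2e-05) and by 0.19 in ESRL with 25 of 35 higher (adjusted p = 0.0076). These 4 calls held under fry, a rotation test, and with the correlation between genes estimated from the data, where their adjusted p were between 0.00742 and 0.0424. RNA transport genes did not pass the threshold in ESRE (median 0.06, adjusted p = 0.0858) or in ESRL, where the median of -0.01 and the mean of 0.01 differ in sign (adjusted p = 0.184). The result for ribosomal protein genes depended on the normalization. After quantile normalization of the arrays their median was 0.055 in ESRE, with 45 of 81 higher (adjusted p = 0.117, and between 7.2e-18 and 0.117 over all other settings), and 0.11 in ESRL, with 58 of 81 higher, and DNA replication genes no longer passed the threshold in ESRL (adjusted p = 0.423, and between 0.00439 and 0.423 over all other settings). Whether the changes of the ribosomal protein, DNA replication and RNA transport lists differ between ES and ED cells was not tested. All ES arrays lie on a slide without irradiated samples.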

Pathway analysis, enrichment scores, and functional interaction determinations using GeneGo analyses showed that the most pronounced IR-induced change in the stem cell transcriptome was associated with affecting biosynthesis such as ribosome expression. The non-stem cell transcriptome, however, promoted activation of survival signaling pathways as well as protein digestion and absorption (Supplemental Fig. S1B). 

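No list of survival signaling or of protein digestion and absorption was tested here. Of the 4 lists that were, only that of p53 target genes passed the threshold in irradiated ED cells under camera with the planned scaling. With normexp, camera also called DNA replication genes in EDRE (adjusted p = 0.00681, and up to 0.943 over all other settings). It called RNA transport genes in EDRL with normexp and with quantile normalization (adjusted p = 0.0270 and 0.0376, and between 0.00587 and 0.228 over all). Quantile normalization also gave a call for ribosomal protein genes in EDRE, in the reversed direction (adjusted p = 0.0376). With the planned scaling, the median log2 change of p53 target genes in EDRL was 0.88 over 26 genes, 25 of them higher (adjusted p = 6.7e-25, camera). In EDRE it was 0.27, with 18 of 26 higher (adjusted p = 0.0552), and over the other settings the adjusted p was between 0.00264, under fry, and 0.681. The call in EDRL held under fry (adjusted p = 1.7e-08) and with an estimated correlation between genes (adjusted p = 7.5e-05). The same genes were higher in ESRL, by a median of 0.41 with 18 of 27 higher (adjusted p = 1.7e-04), and not in ESRE (median -0.05, adjusted p = 0.817). Ribosomal protein genes did not pass the threshold in EDRL, where their median of 0.01 and mean of -0.01 differ in sign (adjusted p = 0.817), or in EDRE (median 0.26, adjusted p = 0.0962), and in EDRE quantile normalization gave them a median of -0.10 (adjusted p between 0.00187 and 0.662 over all other settings). DNA replication genes had adjusted p of 0.756 in EDRE and 0.640 in EDRL, and RNA transport genes of 0.535 and 0.184, or 0.00587 in both under fry.

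Fas, which encodes a death receptor, rose from -0.35 ± 0.40 (SD, n = 3) in ED to 2.33 ± 0.10 (SD, n = 3) in EDRL, by 2.68 on the log2 scale (standard error 0.21, adjusted p = 1.16e-05, limma; 0.207 with slide as a random block, and between 5.2e-06 and 0.207 over the other settings). In ESRL it rose by 0.71 (adjusted p = 0.0552), and the difference between the changes was -1.96 (standard error 0.30, adjusted p = 0.00836). Mdm2 rose by 1.39 in EDRL (standard error 0.14, adjusted p = 1.09e-04) and by 0.87 in ESRL (adjusted p = 0.00387), the latter less than the limit of 1. The rise of Mdm2 in EDRL did not pass the threshold with slide as a random block (adjusted p = 0.414, and between 3.96e-05 and 0.414 over the other settings). Under the same block no gene passed in the interaction, Fas included. Cdkn1a rose by 0.57 in EDRL (adjusted p = 0.429) and fell by 0.73 in ESRL (adjusted p = 0.15), and neither change passed the threshold. Bax rose by 1.14 in EDRE (standard error 0.32, adjusted p = 0.048) and by 0.86 in EDRL (adjusted p = 0.225). Its rise in EDRE kept an adjusted p under 0.05 with 6 of 12 other settings. With an array of EDRE or ED left out it did so in 1 of 6 fits, without replicate 1 of EDRE. Without an array of another group it did so in 2 of 12 fits. Actb and Gapdh, genes often used as controls, changed in EDRE by 1.10 and 1.03 with SDs of 1.09 and 1.00 between the 3 arrays (adjusted p = 0.0767 and 0.0641), and 1 of 2 other probes of Actb changed in the opposite direction.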

Through rigorous statistical short listing and verification analyses, we identified overexpression and substantial radiation induction of the catalytic subunit of phosphoprotein phosphatase 2A (PP2A) selectively in stem cells, which was confirmed by RT-PCR (Supplemental Fig. S1C).

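The catalytic subunit of PP2A is encoded by Ppp2ca (alpha) and Ppp2cb (beta). The array has 1 probe for Ppp2ca, which was well above background on all 18 arrays. Its log2 signal relative to the 75th percentile of the array was 2.29 ± 0.05 (SD, n = 2) in ES, 3.61 ± 0.16 (SD, n = 3) in ESRE, 3.05 ± 0.68 (SD, n = 3) in ESRL, 3.35 ± 0.16 (SD, n = 3) in ED, 3.32 on 1 array in EDRE and 3.24 ± 0.18 (SD, n = 3) in EDRL. The spots of replicate 1 of ES, at 1.78, and of replicates 2 and 3 of EDRE, at 3.02 and 2.97, were marked as outliers and left out. Without IR, Ppp2ca was lower in ES than in ED cells, with a log2 difference of -1.06 (standard error 0.31, limma's adjusted p = 0.0135). Both ES values lay below all 3 ED values (exact two-sided permutation test, p = 0.1, the smallest p that 2 arrays against 3 allow). Under the other settings the difference was between -1.72 and -0.89. Limma's adjusted p was then from 1.06e-04 to 0.308, the last with slide as a random block. With each array of the 2 groups left out in turn, the difference was between -1.13 and -0.97. The latter, without replicate 3 of ED, was under the limit of 1. Without replicate 2 or replicate 3 of ES, which leaves 1 ES array, the difference did not pass the threshold.

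After IR, Ppp2ca rose in ES cells by 1.32 at 15 min (standard error 0.31, adjusted p = 0.107), which did not pass the threshold, although all 3 ESRE values lay above both ES values (exact two-sided permutation test, p = 0.1, the smallest possible). Over the other settings this rise was between 1.00 and 1.49 with adjusted p from 0.00488 to 1.0, and it stayed short of the threshold under 5 of 11. It also passed without replicate 1 of ESRL (adjusted p = 0.00488), an array that enters only the spread here. Among the settings, it passed, for example, with the outlier spots kept (1.49, adjusted p = 0.0326) and with the median of each array in place of its 75th percentile (1.42). At 4 h the rise was 0.76 (standard error 0.31, adjusted p = 0.157). Replicate 1 of ESRL, the array scanned on another day, was at 2.27, and without it the rise was 1.15 (adjusted p = 0.00683). In ED cells the change was -0.03 at 15 min (adjusted p = 0.978), where the only EDRE array used is assumed to vary like the other groups, and -0.11 at 4 h (adjusted p = 0.913). The difference between the changes in ES and ED cells, tested as an interaction, was 1.35 at 15 min (standard error 0.51, adjusted p = 0.184) and 0.87 at 4 h (standard error 0.42, adjusted p = 0.359). With the outlier spots kept, and so with 3 arrays in EDRE, the difference at 15 min was 1.74 (adjusted p = 0.0340), and over the other settings the adjusted p was between 0.0280, with the scan date as a block or without replicate 1 of ESRL, and 1.0. At 4 h it was between 0.0326, with the same block, and 1.0, and without replicate 1 of ESRL the difference was 1.26 (adjusted p = 0.0333). Irradiated ES and ED cells differed by 0.29 at 15 min (adjusted p = 0.554) and by -0.19 at 4 h (adjusted p = 0.572), the latter with an adjusted p under 0.05, but a difference under the limit of 1, with the median of each array as its scale (-0.67, adjusted p = 0.0218, and between 0.0215 and 0.712 over the other settings). Ppp2cb was at 4.39 ± 0.14 (SD, n = 3) in ES and 4.30 ± 0.24 (SD, n = 3) in ED cells (adjusted p = 0.736), and no change after IR passed the threshold. In Supplemental Table 1 the authors list Ppp2ca among the genes altered by radiation and by radiation and differentiation in ES cells. From its short listing of the array data and RT-PCR, which the legend of Supplemental Fig. S1C gives as after 6 Gy IR and which is not analysed here, the paper states that the catalytic subunit is overexpressed and induced by radiation selectively in stem cells.

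**Figure D2:**
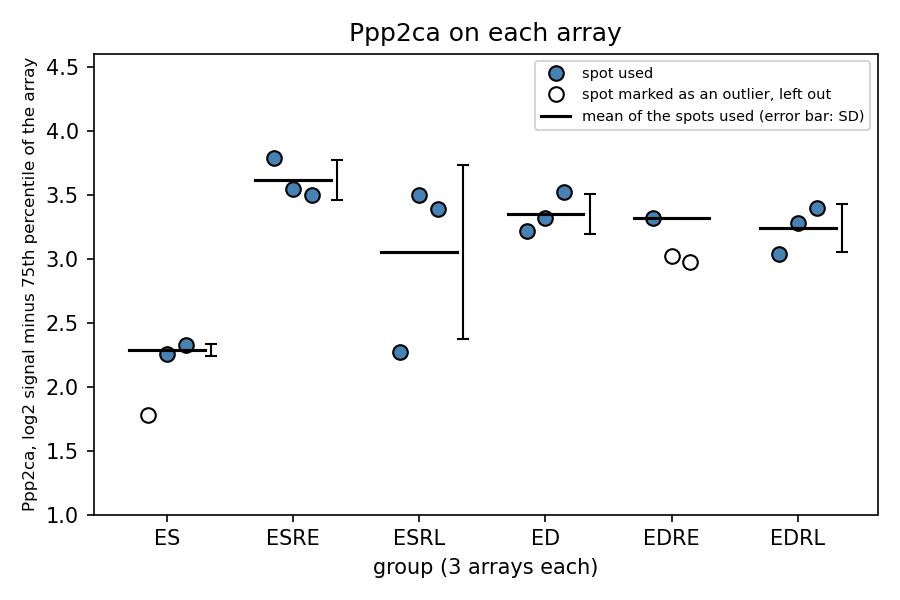
Log2 signal of the Ppp2ca probe minus the 75th percentile of its array (vertical axis) on each of the 3 arrays of the 6 groups (horizontal axis). Filled points are the spots used, open points are spots marked as outliers and left out, lines are means of the spots used and bars are SDs. The ES arrays lie between 1.78 and 2.32, the ESRE arrays between 3.50 and 3.79, and the ED arrays between 3.21 and 3.52.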

**Fig. 1:**
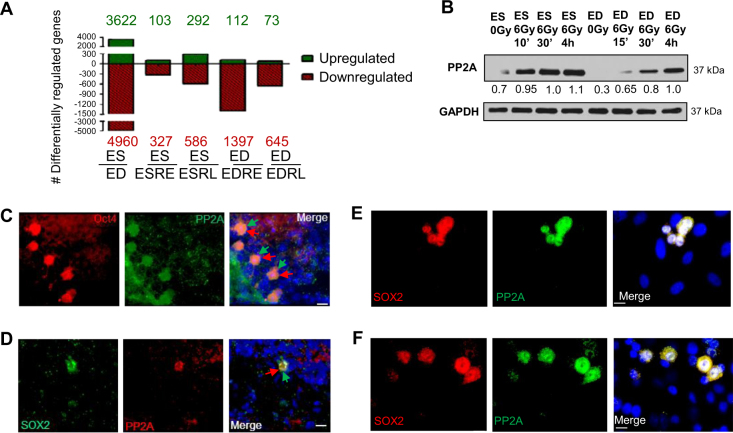
PP2A is constitutively overexpressed in stem cells in vivo and in culture. **a** The number of genes up- or downregulated more than two-fold is compared between ES and ED cells as well as among irradiated ES and ED cells collected early (15 min; RE, radiation early) or late (4 h; RL, radiation late) after 10 Gy IR using microarray analysis. **b** PP2A and GAPDH were detected in lysates of ES and ED cells using immunoblot. **c** Tissue sections obtained from testis of WT C57BL/6 mice were stained with Oct4, PP2A, and DNA labeled with DAPI. **d** Tissue sections of the dentate gyrus of hippocampus obtained from brains of WT C57BL/6 mice were stained with SOX2, PP2A, and DNA labeled with DAPI. **e** ES and ED were co-plated and stained with SOX2, PP2A, and DNA labeled with DAPI. Cells were stained after 0 Gy treatment. **f** ES and ED were co-plated and stained with SOX2, PP2A, and DNA labeled with DAPI. Cells were stained 30 min after 6 Gy treatment. Scale bars indicate 10 μm

Immunoblotting confirmed that ES cells express detectable basal levels of PP2A without IR treatment. After 6Gy irradiation, PP2A expression increased dramatically at 10 min to 4 h post IR treatment, while in ED cells PP2A increased gradually and reached the maximum expression after 4 h (Fig. 1b), when it is presumed to dephosphorylate pATM and γH2AX toward the end of DSB repair^12,19^.

We treated cells with 0.8 nM Calyculin A (Cal A), a known chemical inhibitor of PP2A phosphatase. We measured the phosphatase activity by specific immunoprecipitation kit (PP2A Immunoprecipitation Phosphatase kit, Milllipore) and observed a clear reduction of PP2A activity in stem cells (Supplemental Fig. S1D). We also genetically silenced PP2A using a pool of several specific siRNAs and observed a reduction of PP2A protein levels after 36 and 48 h of RNAi treatment (Supplemental Fig. S1E).

To validate whether PP2A is overexpressed in stem cells in vivo, we studied stem cell niches in the brain, intestine and testis. Identification of adult spermatogonial stem cells in murine testis has been obtained with PLZF-positive^8^ and Oct4-positive staining. Stem cells showed significantly higher levels of PP2A compared to the surrounding non-stem cells (Fig. 1c). Similar overexpression was also detected in neural stem cells (Fig. 1d) and in intestinal stem cells (Supplemental Fig. S1F). Immunofluorescent staining on co-plated ES and ED culture cells further confirmed PP2A overexpression in ES cells (Fig. 1e, f). Almost 85% of cells that stained positively for stem cell markers showed overexpression of PP2A, both in vivo and in culture, compared to only 5% of differentiated cells which were negative for stem cells marker. PP2A was differentially overexpressed in murine embryonic stem cells, neuro-progenitors, intestinal, and spermatogonial stem cells in comparison to their non-stem progeny cells.

### Suppression of PP2A restores DNA repair in stem cells

We co-plated ES and ED cells and microirradiated ES cells in close proximity to ED cells. The induction of DDR on the DSBs along the micro-irradiation track was visualized by labeling γH2AX in ES and ED cells while ES cells were identified by SOX2 positive staining (Fig. 2a). Eighty percent of the untreated ES cells and ES cells treated with CTRL siRNA showed high pan-nuclear PP2A levels (Fig. 2a1, a2), while displaying a significantly reduced γH2AX signal at DNA lesions compared to ED cells (Supplemental Fig. S2(A)). In contrast, ES treated with PP2A inhibitors (chemical inhibitor Cal A (Fig. 2a3) and siPP2A pool treated (Fig. 2a4)) showed a clear γH2AX signal at the DNA break site, with a decrease in PP2A signal intensity in siRNA-treated cells (Supplemental Fig. S2(A)). The non-stem cells showed mostly undetectable or reduced PP2A levels and a clear γH2AX activation in all samples, indicating that PP2A inhibition did not exert any effect on differentiated cells (Supplemental Figs. S2(A1–4)). Detection of γH2AX with flow cytometry corroborated improved DDR activation after PP2A inhibition (Supplemental Fig. S2(B)A).These results indicate differential regulation and dissimilar involvement of PP2A in DDR in stem vs. non-stem cells.

**Fig. 2:**
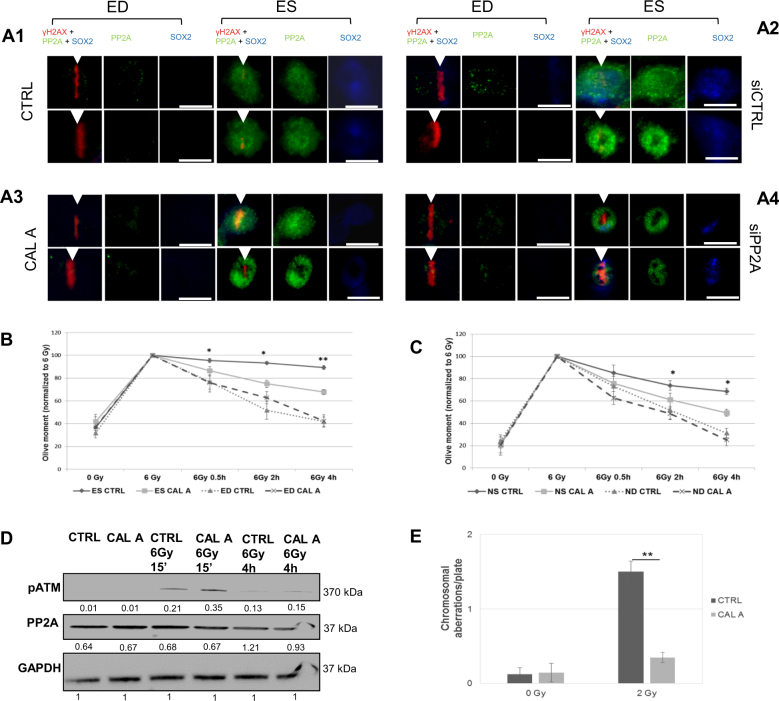
Suppression of PP2A restores DNA repair in stem cells. ES and ED cells were treated with Calyculin A (Cal A), control siRNA (siCtrl), or PP2A siRNA (siPP2A) or left untreated. Scale bars indicate 10 μm. Error bars indicate SD; *p < 0.05; **p < 0.01. Three independent experiments were performed. **a** Cells shown in all panels were microirradiated, fixed immediately after irradiation and stained for PP2A and γH2AX detected along with Sox2 (arrow indicates laser region of interest, ROI). (a1) Untreated ED (left panel) and ES cells (right panel). (a2) ED (left panel) and ES cells (right panel) treated with siCtrl. (a3) ED (left panel) and ES cells (right panel) treated with Calyculin A. (a4) ED (left panel) and ES cells (right panel) treated with siPP2A. **b** ES and ED cells treated with Calyculin A or untreated were analyzed by comet assay. Values were normalized to 6 Gy time point. **c** NS and ND cells treated with Calyculin A or untreated were analyzed by comet assay. Values were normalized to 6 Gy time point. **d** ATM-pS1981 (pATM), PP2A, and GAPDH were detected in lysates of ES cells using immunoblot. **e** Chromosomal aberrations per set of chromosomes were quantified at 7 h after 2 Gy irradiation

We measured the DSB repair efficiency and kinetics by neutral comet assay after PP2A inhibition/suppression in ES and neural stem cells (NS). An improved DNA DSB repair efficiency was observed in ES cells after treatment with Cal A (Fig. 2b) and after RNAi suppression (Supplemental Fig. 2(B)B), while inhibition/suppression in the non-stem ED cells showed no influence on DNA repair. The same result was observed in NS cells with no effect on non-stem differentiated ND cells (Fig. 2c and Supplemental Fig. 2(B)C).

We next investigated the effect of PP2A inhibition upon ATM activation in stem cells and observed a significant increase in ATM activation 15 min post IR in ES cells treated with Cal A compared with untreated samples (Fig. 2d). Cytogenetic analysis also confirmed an improved chromosomal repair and reduced residual chromosome and chromatid breaks in ES that have been treated with PP2A inhibitor (Fig. 2e).

### PP2A inhibition suppresses apoptosis signaling in stem cells

To investigate whether PP2A inhibition has direct or indirect influence on the apoptotic signaling pathways in irradiated stem cells, we performed transient knock down of PP2A and analyzed pro- and anti-apoptotic proteins by immunoblotting. PP2A chemical inhibition resulted in reduced Bax, which has been found to be constitutively elevated in stem cells^20^, increased Bcl-2 protein levels compared to ES control (Fig. 3a) and led to a marked reduction of cleaved caspase-3 levels (Fig. 3b). We also observed an increased activation of Akt after Cal A treatment, which is normally absent in ES cells after IR (Supplemental Fig. S3A). To obtain a more holistic view of PP2Ai effects on apoptotic network proteins, we performed RT-PCR analysis on a panel of apoptosis regulatory genes (RT² Profiler™ PCR Array Mouse Apoptosis from Qiagen). This analysis showed a clear reduction in expression of several genes involved in the apoptotic pathway in ES treated with Cal A compared to the 6 Gy control, with a dramatic decrease in caspase-4 and Fas expression (Fig. 3c).

**Fig. 3:**
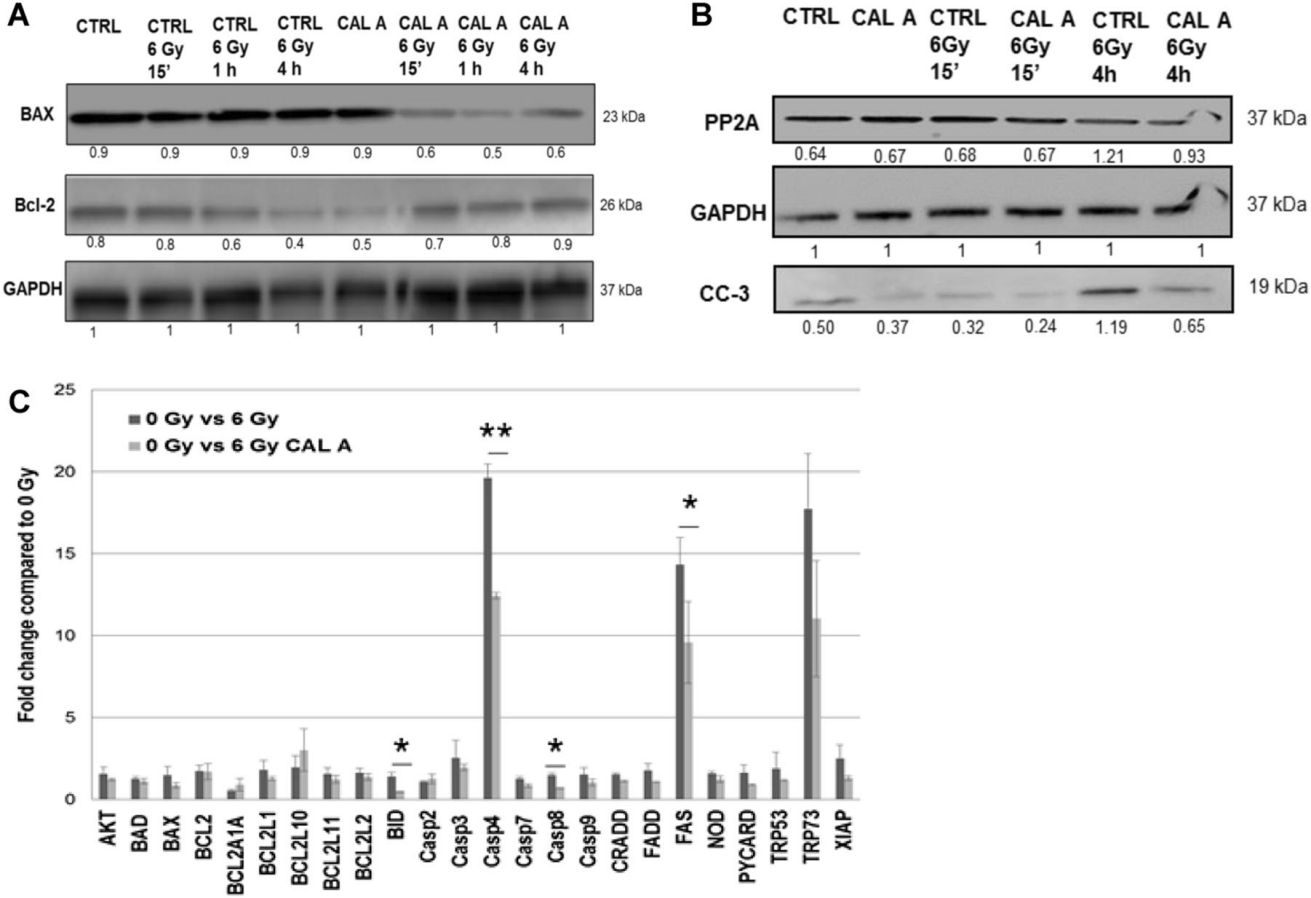
PP2A suppression influences apoptosis signaling. ES cells were treated with Calyculin A (Cal A) or left untreated. Error bars indicate SD; *p < 0.05; **p < 0.01. **a** Bax, Bcl-2, and GAPDH were detected in lysates of ES cells using immunoblot. **b** PP2A, GAPDH, and CC-3 were detected in lysates of ES using immunoblot. **c** Apoptotic gene expression was quantified using qRT-PCR in ES cells 4 h after 6 Gy IR or without IR. The data were normalized to the expression levels in untreated ES cells. Three independent experiments were performed

### Influence of PP2Ai is mediated by both ATM and Akt

PP2A is known to have a role in the deactivation of DDR by dephosphorylation of pATM and γH2AX^12,19^. PP2A also dephosphorylates Akt at both Thr308 and Ser473 sites, with consequent apoptotic pathway activation^13^. We analyzed PP2Ai influence on ATM and Akt by Annexin V and neutral comet assay and observed that simultaneous inhibition of PP2A and ATM/Akt withdrew the radioprotective effect of PP2Ai on ES cells. However, a detrimental effect of Akti was observed with high levels of apoptosis (Fig. 4a1, a2, statistical analysis in Supplemental Fig. 4A). DNA repair efficacies were also reduced drastically after simultaneous inhibition of PP2A and ATM (Fig. 4b1, b2).

**Fig. 4:**
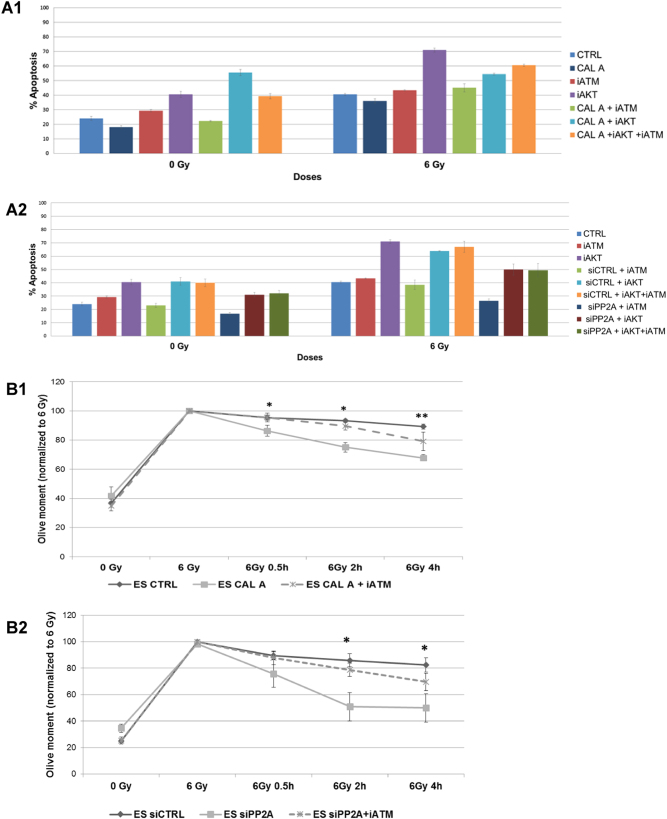
Influence of PP2Ai is mediated by both ATM and Akt. ES cells were treated with Calyculin A, control siRNA (siCtrl) or PP2A siRNA (siPP2A) or left untreated. Error bars indicate SD; *p < 0.05; **p < 0.01. Three independent experiments were performed. **a1** ES cells were either untreated controls or they were treated with Calyculin A, together with ATM and/or Akt inhibitors. Cells were irradiated with 6 Gy and apoptosis analyzed after 16 h by Annexin V labeling. **a2** ES cells were treated with control siRNA (siCtrl) or PP2A siRNA (siPP2A), together with ATM and/or Akt inhibitors. Cells were irradiated with 6 Gy and apoptosis analyzed after 16 h by Annexin V labeling. **b1** ES cells were untreated or treated with Calyculin A, together with ATM inhibitor analyzed by comet assay. Values were normalized to 6 Gy time point. **b2** ES cells were treated with siCtrl or PP2A siRNA with ATM inhibitor analyzed by comet assay. Values were normalized to 6 Gy time point

### Suppression of PP2A reduces IR sensitivity of stem cells

After observing the improved DNA repair and reduced apoptotic signaling, we then investigated whether the inhibition of PP2A was effective at radioprotecting stem cells and improving cell survival. Flow cytometric analysis of Annexin V revealed a remarkably significant decrease in apoptosis selectively in irradiated ES cells with depletion of PP2A activity by chemical inhibition (Fig. 5a1) and expression by RNAi (Fig. 5a2), while no protective effect was observed in medulloblastoma (Fig. 5b and Supplemental Fig. 5A) and glioblastoma cancer cells (Fig. 5c and Supplemental Fig. 5B). Clonogenic assay reasserted the decreased radiosensitivity and the improved clonogenic survival of irradiated ES cells after PP2A downregulation (Fig. 5d).

**Fig. 5:**
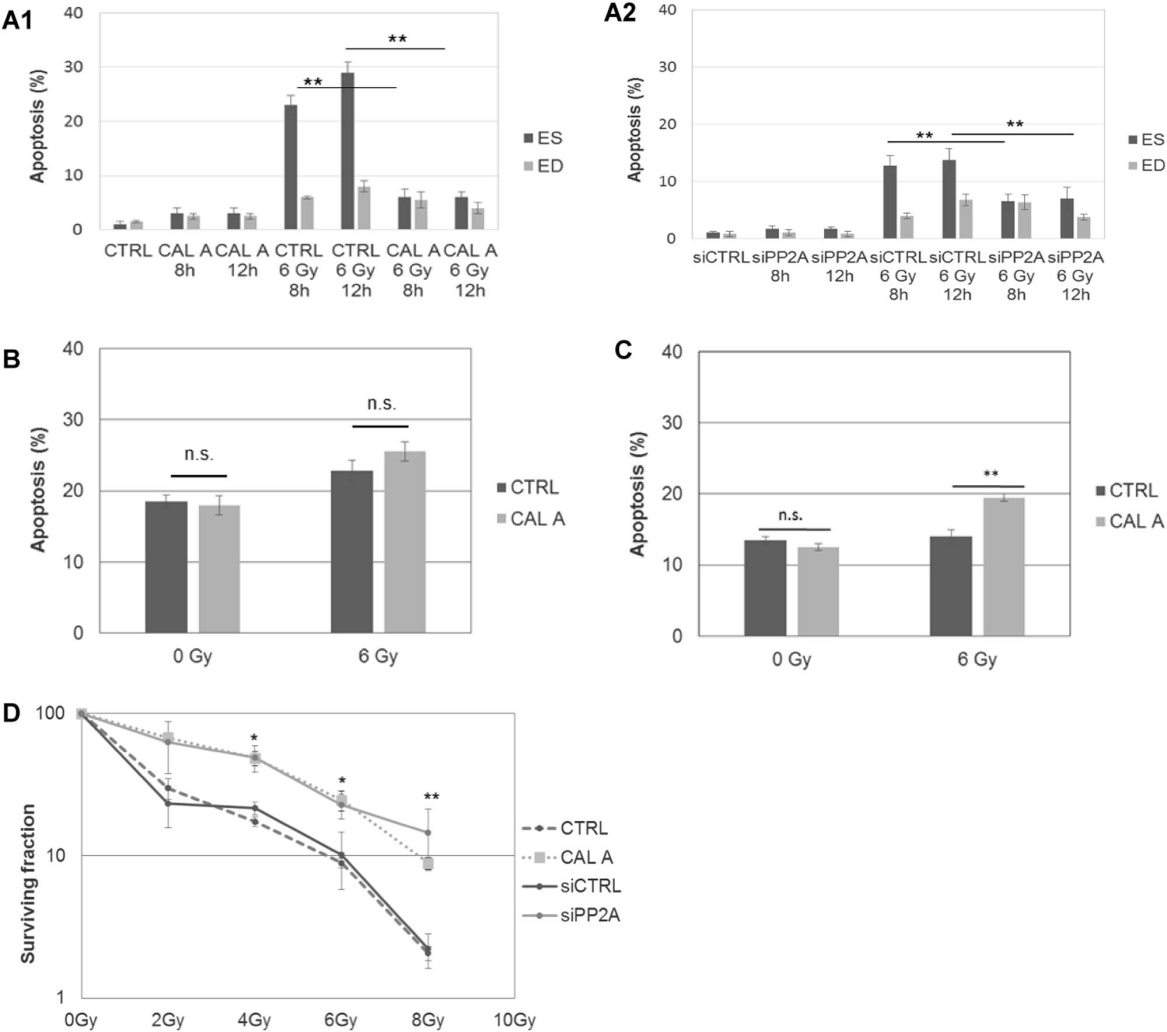
Suppression of PP2A reduces IR sensitivity of stem cells. ES and ED cells were treated with Calyculin A (Cal A), control siRNA (siCtrl), or PP2A siRNA (siPP2A) or left untreated. Error bars indicate SD; *p < 0.05; **p < 0.01; n.s. = not significant. Three independent experiments were performed. **a1** ES and ED cells were treated with Cal A, irradiated with 6 Gy and apoptosis analyzed after 8 and 12 h by Annexin V labeling. **a2** ES and ED cells were treated with siPP2A, irradiated with 6 Gy and apoptosis analyzed after 8 and 12 h by Annexin V labeling. **b** Human medulloblastoma cells (Daoy HTB-186) were treated with Cal A or left untreated. Cells were irradiated with 6 Gy and apoptosis analyzed after 16 h by Annexin V labeling. **c** Murine glioblastoma cells (GL261) were treated with Cal A or left untreated. Cells were irradiated with 6 Gy and apoptosis analyzed after 16 h by Annexin V labeling. **d** Clonogenic survival of ES cells was analyzed after the indicated doses of irradiation

### PP2A inhibition decreases radiosensitivity of stem cells in ex vivo organoid cultures

We have so far established that PP2A plays dual regulatory role in DDR and AR responses in stem cells in culture models. We employed the 3D ex vivo organoid explant culture models to verify the radioprotective efficacy of PP2A. PP2A inhibition led to better preservation of 3D structures, maintenance, and growth of both murine intestinal organoids grown on matrigel and neurospheres grown in suspension cultures (Fig. 6a). Immunofluorescent identification of crypt stem cells in the intestinal organoids by staining with intestinal stem cell marker SSEA1 and co-labeling with CC-3 revealed selectively high apoptosis in stem cells after IR in the organoid model and a clear reduction after PP2A inhibition (Fig. 6b). Proliferative cells marked with Ki67 positivity largely comprised SSEA1-negative non-stem cells in the organoids and did not show any significant improvement in cell survival after IR treatment (Supplemental Fig. 6A). To further confirm the immunostaining based observations, we utilized the Lgr5-EGFP-IRES-creERT2 mouse model, where intestinal stem cells are GFP positive^21,22^. Cells dissociated from organoids grown from the small intestine of a Lgr5-EGFP-IRES-creERT2 mouse were analyzed by flow cytometry for GFP positivity with or without PP2Ai after 6 Gy IR treatment. The number of Lgr5-GFP-positive cells increased after Cal A or PP2A RNAi treatments compared to the cells from 6 Gy control organoid samples from the Lgr5-GFP mouse (Fig. 6c). PP2A knockdown efficiency in intestinal organoids using siRNA pool was confirmed by reduced PP2A levels on immunoblots (Supplemental Fig. 6B). We also observed PP2Ai mediated reduction of IR-induced apoptosis in the murine hematopoietic stem cells (Fig. 6d). Besides all the aforementioned murine embryonic and adult stem cell models, we further ascertained the radioprotective effect of transient PP2Ai in the human neuroprogenitors (Fig. 6e). Collectively, these data provide a mechanistic basis and corroboratively reinforce the potential therapeutic efficacy of PP2Ai in prevention of radiotherapy induced stem cell death.

**Fig. 6:**
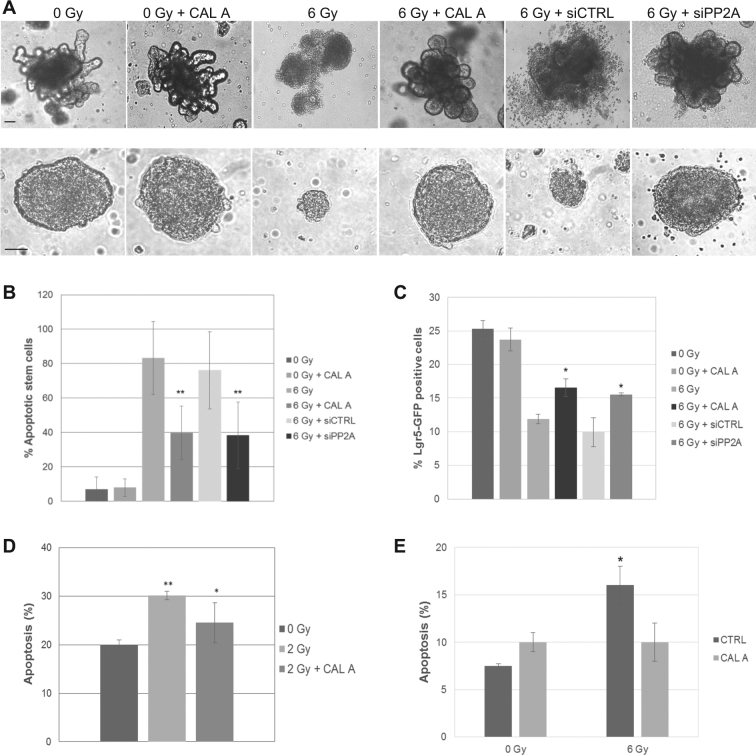
PP2A inhibition decreases radiosensitivity of stem cells in ex vivo organoid cultures. **a** Shown are optical microscope images of murine intestinal organoids (upper panel) and murine neurospheres (lower panel) untreated or irradiated at 6 Gy after treatment with Calyculin A (Cal A), control siRNA (siCtrl), or PP2A siRNA (siPP2A). Pictures have been taken 48 h after IR treatment. **b** Murine intestinal organoid stem cells were left untreated or irradiated at 6 Gy after treatment with Calyculin A (Cal A), control siRNA (siCtrl) or PP2A siRNA (siPP2A). Percentage of cells positive for stem cell marker SSEA1 and apoptotic marker CC-3 was calculated from total SSEA1 positive cells. Scoring was performed 4 h after irradiation. **c** Murine intestinal organoid stem cells were left untreated or irradiated at 6 Gy after treatment with Calyculin A (Cal A), control siRNA (siCtrl), or PP2A siRNA (siPP2A). Percentage of cells Lgr5-GFP positive was detected by flow cytometry. Scoring was performed 4 h after irradiation. **d** Murine hematopoietic stem cells were treated with Cal A or left untreated. Cells were irradiated with 2 Gy and apoptosis analyzed after 16 h by Annexin V labeling. **e** Human neuroprogenitors were treated with Cal A or left untreated. Cells were irradiated with 6 Gy and apoptosis analyzed after 16 h by Annexin V labeling. Scale bar = 100 μm. Error bars indicate SD; *p < 0.05; **p < 0.01. Three independent experiments were performed

## DISCUSSION

Radiotherapy-induced stem cell depletion is believed to impair regenerative abilities of many tissues. Research findings in recent years suggest that stem cell transplant in addition to the use of anti-inflammatory agents may provide a useful intervention strategy for minimizing the adverse effects of cranial irradiation on central nervous system (CNS) function. However, application of stem cell transplant therapy to alleviate cognitive deficits in CNS malignancy treatment regimen has enormous practical limitations. Normal stem cells in multiple tissue niches have been shown to be deficient in DNA repair and undergo IR-induced programmed cell death even at low doses that do not kill non stem and cancer cells. We envisage that normal stem cell radiosensitivity is a phenomenon regulated by pluralistic factors that attenuate DDR and promote AR. Our laboratory has identified and characterized a few epigenetic “structural” barriers of DDR in stem cells previously^7,8^. Here we have found constitutively overexpressed and IR-induced PP2A phosphatase as a “signaling” barrier that promotes radiosensitivity in normal stem cells. However, besides PP2A and histone modification profiles characteristic of stem cells, other regulators may also have important roles in imparting the radiosensitive phenotype (Supplementary Table 1). These molecular regulators collectively diminish DDR and DNA repair and promote AR in stem cells in a multifaceted manner.

Here we propose a pivotal regulatory role of PP2A phosphatase in promoting normal stem cell radiosensitivity. Although PP2A role has been investigated in differentiated and cancer cells and its inhibition has been proven to cause delay in tumor growth, the significance of PP2A overexpression in stem cells remains unknown. PP2A phosphatase is an antagonist of ATM/DDR signaling that inhibits DNA DSB repair as well as promotes apoptosis. Transient suppression of PP2A activity or expression markedly improves ATM activation, restores DNA repair, inhibits apoptosis and enhances survival of stem cells without any significant effect on differentiated non-stem cells and cancer cells. Prolonged inhibition or knockdown of PP2A led to cytotoxicity and cytostatic effects. PP2A is known to be involved in several cell processes including cell proliferation, growth, and survival^10,11^. It also dephosphorylates pATM and γH2AX and is believed to be a turn off switch for DNA repair machinery at the end of DSB repair^12,19^. PP2A inhibition has been suggested as potential cancer treatment and knockdown of PP2A in several in vitro cancer cell models resulted in elevated γH2AX and increased radiosensitivity^14–17^. Our observation on glioma cells GL261 showed a similar trend. However, some studies have also indicated that PP2A suppression reduces apoptosis in some cancer cell lines^23,24^ and the concept of activating PP2A as potential tumor suppressor has indicated positive results in chemotherapeutic treatment of several cancers^18^. Despite extensive studies on the role of PP2A in different cellular processes in various cancer cell lines, little is known about the radioprotective effect of PP2A suppression in stem cells. Li and colleagues observed that suppression of PP2A subunit B56ϵ in human embryonic kidney epithelial cell line caused γH2AX to persist on the DSB site, leading to increased chromatin instability, diminished cell cycle regulation, and DNA repair^25^. Our results obtained from normal stem cell models clearly demonstrate that elevated PP2A levels in stem cells prohibit ATM activation after IR treatment and that transient suppression of PP2A successfully restores the activity of ATM at the DNA breaks and improves DSB repair. We also observed that histone H2AX S139 phosphorylation around DNA breaks is attenuated in stem cells and PP2A suppression restores γH2AX at DNA breaks, confirming that reduction of PP2A activity induces DDR activation in normal stem cells, as observed in other non-stem cell types^12^. Furthermore, simultaneous inhibition of PP2A and ATM partially obliterates the restoration of DDR and DNA repair in stem cells, indicating that the radioprotective action of PP2A is predominantly ATM dependent. PP2A also dephosphorylates the serine/threonine protein kinase B (PKB, also known as Akt) which plays an essential role in several cellular processes such as survival, growth, proliferation^26,27^, self-renewal of stem cells^28^ and has also been associated with cancer and neurodegenerative diseases when mutated^29–31^. Cancer cells exposed to PP2A inhibitor show elevated Akt phosphorylation and activation^32–34^. In agreement with these findings, we found that PP2A inhibition increases Akt phosphorylation in normal stem cells and that simultaneous inhibition of PP2A and Akt increases apoptosis compared to cells treated with only Cal A or siPP2A. Slight increase in the apoptosis in glioma cells by PP2Ai is likely due to the activation of Akt and suggests the anti-cancer prospects of PP2A inhibition^35^.

PP2A regulates apoptosis by dephosphorylating anti-apoptotic factor Bcl-2 and by activating pro-apoptotic Bad and Bax^36,37^. PP2A also regulates p53 signaling through ATM and Akt^38,39^ and by direct dephosphorylation of p53, promoting cell cycle arrest, expression of Bax and apoptosis^40,41^. The precise mechanistic role(s) of PP2A activity in apoptosis pathways is still not entirely clear. PP2A inhibition has been found to drastically reduce apoptosis in myeloid cells^42,43^ but not in other cancer cell lines^44^ or in endothelial cells^45^. In contrast, treatment of cancer cells with potent PP2A activators or overexpression of the PP2A catalytic subunit inhibits Bcl-2 phosphorylation, leading to increased p53/Bcl-2 binding and apoptotic cell death^9,42^. We observed that in stem cells inhibition/RNAi of PP2A leads to suppression of the apoptotic pathway with a significant decrease of apoptotic cells, lowered levels of pro-apoptotic Bax protein and elevated levels of anti-apoptotic Bcl-2. Besides, we also observed significantly elevated expression of several regulators involved in programmed cell death pathways such as Fas, CRADD, and caspase-4, probably caused by the upregulation of endoplasmic reticulum stress marker noticed after IR treatment^46–48^. Cal A treatment increases anti-apoptotic Bcl-2 protein level and dramatically decreases the expression of several caspases. While DDR is resumed primarily through ATM activation, the concurrent effects on reduced apoptosis is multifactorial. PP2A-caspase-4 interaction and other interacting mechanisms underlying PP2Ai-mediated radioprotection need further investigation. Our data highlights the multifaceted role of PP2A in regulation of stem cell radiosensitivity and the functional dichotomy of PP2A in normal stem cells vs. cancer cells makes PP2A an interesting molecular target for radioprotecting stem cells.

Although we have established radioprotection in cellular models of stem cells, toxicity of 0.8 nM Cal A (at which it specifically inhibits PP2A phosphatase activity) exposure for more than 2–3 h in culture and toxicity of Cal A to mice prohibited us from validating the PP2Ai radioprotective efficacy in tissue niches in vivo. We therefore utilized the ex vivo three-dimensional (3D) organoid explant models in the present study. We successfully grew murine intestinal organoids from stem cells from wild type mice and from genetically modified mice which present Lgr-5-positive intestinal stem cells labeled with GFP. IR treatment resulted in loss of 3D structure of the organoids along with an increased number of apoptotic stem cells in both the organoid models. Differentiated, actively proliferating non-stem cells in the intestinal organoids show no benefit from treatment with Cal A or siPP2A and appeared to be more radioresistant implicating the differential regulation of radiosensitivity in stem vs. non-stem cells. The loss of 3D structure has been observed before in ex vivo crypts after increasing irradiation doses^49^ and in vivo data show that 10% of intestinal stem cells initiate apoptosis after low doses, without any appreciable alteration in the intestine architecture^7,50,51^. While organoids do resemble the physiology and cell architecture of the intestine, they manifest eventual disruption of 3D structure unlike the resilient intestine in vivo, possibly due to lack of some essential factors and supportive tissue that is present in vivo but not in the explant organoid cultures in matrigel^52^. PP2A inhibition successfully improved cell survival in intestinal organoids, which showed a reduced number of SSEA1/CC-3 double positive cells, and helped in maintaining the 3D structure of the ex vivo organoid cultures.

Thus, using cellular, ex vivo organoids and in vivo models, this study has addressed the associations between cellular differentiation, DNA damage response and apoptotic response unique to stem cells and characterized multifaceted role of PP2A in antagonizing DDR and promoting AR. Corroborative validation of transient PP2A suppression in radioprotection of stem cells emphasizes PP2A as a novel molecular target for radioprotection. This will allow future development of innovative prevention and intervention strategies to alleviate the undesired side effects of radiotherapy which impairs the quality of life of cancer survivors especially in pediatric neoplasms.

## MATERIALS AND METHODS

### Cell culture and undirected differentiation

Wild-type murine embryonic stem cells were originally isolated from mouse blastocysts and obtained from the Murine Embryonic Stem Cell Core at Washington University in Saint Louis. Cells were cultured as previously described for EDJ22 and RW.4 cells^7,8^. Cells were karyotypically normal and cultured for not more than 20 passages and tested bi-monthly for mycoplasma. Undirected differentiation of cells was achieved by depletion of LIF (leukemia inhibitory factor) and beta-mercaptoethanol for at least 4 days as described earlier^7,8^.

Human medulloblastoma cells (Daoy HTB-186, obtained from ATCC) and murine glioblastoma cells (GL261, obtained from ATCC) were cultured in DMEM containing 15% fetal bovine serum.

Neural stem cells were isolated from the dentate gyrus of P0-P2 newborn mice and cultured or differentiated as previously described^7,8^.

Wild-type murine intestinal stem cells were isolated from the intestine of P0-P2 newborn mice and cultured according to Intestinal Epithelial Organoid Culture protocol provided by manufacturer (Stem Cell Technology). Organoids were grown for 7–10 days prior to the experiments.

Wild-type murine hematopoietic stem cells were isolated from the bone marrow of 4–6-week-old mice according to isolation protocol provided by the manufacturer (Miltenyi) and showed 92.97% CD117+ cells (Supplemental Fig. S6C).

Human neuroprogenitor cells were cultured at the Human Embryonic Stem Cell core facility of Washington University as previously described^8^.

### Animal models

Mouse strain C57BL/6 was used for all in vivo studies. Adult 6–8-week-old males were utilized for tissue harvest/sectioning. P0-P2 mouse pups were sacrificed by rapid decapitation prior to dissection for neural and intestinal stem cell isolation. All animal procedures were approved by the Animal Studies Committee at Washington University Medical Center.

### Antibodies

A list of antibodies used in this study is provided in Supplemental Table 2.

### X-ray irradiation and microirradiation

Cells were irradiated with 160 keV X-rays with indicated doses at a dose rate of 1.7 Gy/min in an RS-2000 Biological Research Irradiator (Rad-Source). For microirradiation co-plated embryonic and differentiated cells were cultured for 2 days in 70 μM BrdU and irradiated with a 405 nm and 633 nm laser using a LSM 510 Confocal Microscope (Zeiss, Plan-APOCHROMAT ×63/1.4 oil objective) as previously described^7,8^. ZEN software was used to select cells and target irradiation. Samples were micro-irradiated for 20 min and fixation of cells for immunofluorescence staining was performed 5 min after irradiation.

### RNA interference

Twenty-four hours after plating, cells were transfected using RNAiMAX Lipofectamine (Invitrogen) according to the manufacturer’s instructions. Fifty nM siRNA PP2A (Dharmacon, L-040657-00-0005) was used and incubated 36–48 h before irradiation. According to manufacturer, siRNA products consist of pools of four target-specific siRNAs designed to specifically knockdown gene expression. As control, cells were transfected with the same concentration of non-targeted control siRNA (Dharmacon, D-001810-01-05). Organoids were transfected using Invivofectamin 3.0 (Life Technology Corp., IVF3001).

### Inhibitors

PP2A inhibitor Calyculin A (Tocris, 1336) was dissolved in DMSO and the cells incubated with 0.8 nM inhibitor 2 h before irradiation. Two hours post irradiation, the media containing Calyculin A was removed and fresh media was added. Calyculin A binding affinity to PP2A has been tested using PP2A Immunoprecipitation Phosphatase kit (Milllipore, 2459553) according to the manufacturer’s protocol.

ATM inhibitor (Sigma Aldrich, KU-55933) was dissolved in DMSO and the cells incubated with 10 μM inhibitor for 1 h prior irradiation.

Akt inhibitor (Selleckchem, MK2206) was dissolved in DMSO and the cells incubated with 10 μM inhibitor for 24 h prior irradiation.

### Immunoblot

Cell lysates were obtained by using NP40 buffer (Thermo Scientific, FNN0021) containing protease and phosphatase inhibitor cocktail (Thermo Scientific, 78444) and 1 mM PMSF (Sigma, 78830) according to the manufacturer’s protocol. Protein concentration determined using the BCA protein assay (Thermo Scientific, 23228). Twenty μg of lysate were loaded on a 4–15% tris glycine PAA-Gel (BioRad, 5671083) using tris glycine running buffer (Novex, LC2675). Protein size was determined with the Kaleidoscope prestained marker (BioRad, 161-0375) or HiMark pre-stained protein standard (Novex, LC5699). Transfer to a PVDF membrane was performed with iBlot transfer system (Invitrogen, IB1001). For blocking, the membrane was incubated in 5% milk or BSA in TBS-T for 30 min. Incubation with primary and secondary peroxidase conjugated antibodies and detection of chemiluminescent signal were performed as previously described^7,8^. Quantification has been performed by using ImageJ software. Every western blot performed in this study has been performed at least twice in at least three different cell cultures.

### Apoptosis assay

Cells were trypsinized at indicated timepoints after irradiation and labeled using the FITC Annexin V Apoptosis Detection Kit I (Biomake, B32115) according to the manufacturer’s instructions. At least 5000 cells were analyzed by flow cytometry (Miltenyi, 2550-ANALYZER10).

### Immunofluorescence staining

Cells were grown on cover slips and fixed for 10 min with 4% formaldehyde in PBS and permeabilized for 5 min in 0.2% Triton X-100 in PBS. After several washes in PBS, samples were incubated at least 20 min with 2% BSA in PBS. Incubation with primary or secondary antibody (Supplemental Table 2) was conducted for 1 h at 37 °C. For antibody staining of microscopy samples standard protocols were used as described earlier^7,8^. Samples were mounted in Vectashield mounting medium with (Vector, H1200) or without DAPI (Vector, H1000).

### Immunohistochemistry

Six- to eight-week-old male C57BL/6 mice were sacrificed and tissues frozen in OCT media. Cryosections of 10 μm thickness were obtained from the histology core at Washington University. Frozen sections were thawed in cold PBS, fixed for 20 min in 4% formaldehyde in PBS and permeabilized in 0.2% Triton-X-100 in PBS for 15 min. After several short PBS washes, sections were blocked in 2% BSA in PBS for 1 h. Staining with primary antibodies and secondary antibody incubation was carried out as previously described^7,8^. Cells were stained with well-characterized stem cell-associated markers specific for each tissue, SOX2 for brain, SSEA1/ LGR5 for intestine, and Oct4/ PLZF for testis, respectively.

### Microscopy and image processing

Imaging was performed using a Zeiss Axioplan 2 microscope with ×20, ×63, or ×100 objectives (Plan-NEOFLUAR ×20/0.5, Plan-APOCHROMAT ×63/1.4 Oil, Plan-NEOFLUAR ×100/1.3 Oil) and Meta Systems ISIS imaging software. ImageJ was used to process micrographs, which included cropping of images and minimal adjustment of signal intensity. All images of any experiment were processed in the same way.

### Neutral comet assay

At indicated timepoints after irradiation, cells were trypsinized, centrifuged for 5 min at 300×*g* and resuspended in media to a final concentration of 0.5 × 10^6^ cells per ml.A volume of 5 μl of cell suspension was resuspended in 50 μl pre-warmed (37 °C) 1% agarose (Sigma, A9414), distributed on a glass slide (CometSlide, Trevigen, 4250-200-03) and incubated in cold lysis solution (Trevigen, 4250-050-01) at 4 °C for 1 h. After collection of all samples, electrophoresis and staining with SybrGreen (Life technologies, S7563) and scoring was conducted as previously reported^7,8^.

### Clonogenic assay

Murine embryonic stem cells were treated then irradiated with indicated doses and incubated 6 h after irradiation to allow for DNA repair to occur. Cells were then trypsinized and counted using a Vi-Cell cell counter. The same number of cells for control and siRNA-treated cells were plated and grown for 7 days. Fixation was performed by PBS wash and incubation in cold methanol on ice for 10 min. For staining cells were incubated for 10 min with crystal violet (Sigma, C3886) at RT. Cells were washed twice with water, dried, and counted. Plating efficiency was 15%.

### Cytogenetic analysis

Twenty-four hours after treatment, cells were irradiated at the dose of 2 Gy, which still allow cells to enter mitosis after irradiation. Five hours after irradiation, cells were treated with 100 ng/ml colcemid (Gibco, 15212012) for additional 1 h and 45 min. Mitotic shake-off in cold trypsin was performed, harvested cells were centrifuged for 8 min at 250 × *g* and treated with hypotonic buffer (0.56% KCl) for 8 min. Samples were fixed in acetic acid/methanol (1:3) for at least 45 min and fluorescence-in-situ-hybridization of telomeres, staining and imaging of chromosomes preparation was performed as previously described^7,8^. At least 40 chromosome plates were scored.

### Gene expression profiling

Cells were treated with 10 Gy IR and collected at 15 min and 4 h post IR. Unirradiated cells were used as controls. Total RNA was isolated from cells using RNeasy Kit (QIAGEN, 74104) following manufacturer’s protocol. Integrity of total RNA was determined by Nanodrop ND-1000 analysis. Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.5 μg RNA using the One-Color Low RNA Input Linear Amplification PLUS kit (Agilent, 5188-5339) according to the manufacturer’s instructions, followed by RNAeasy column purification (QIAGEN, 79656). Dye incorporation and cRNA yield were checked with the NanoDrop ND-1000 Spectrophotometer. One microarray was performed for each sample, with no pooling. Samples were hybridized to ArrayStar GPL15692 genechip platform (Arraystar). Microarrays were scanned immediately after washing on a DNA Microarray Scanner (Agilent, G2505B) using one color scan setting for 1 × 44k array slides (scan area 61 × 21.6 mm, scan resolution 10 μm, Dye channel set to Green and Green PMT set to 100%).

### Real-time quantitative RT-PCR

qPCR was conducted to confirm the results for gene expression in samples from all the samples as mentioned earlier using RT2 First strand Synthesis Kit for cDNA synthesis, and amplified using RT2 qPCR Master Mixes in a CFX96 Real-Time PCR (Bio-Rad). We used two sets of primers for qPCR. Forward primer1 was ATG GAC GAG AAG TTG TTC ACC AGG (5′-3′) and reverse primer1 was TTA CAG GAA GTA AGT CTG GGG TAC. Forward primer2 was CCT CTT GTC ATC AAC AGC CGT G and reverse primer2 was GCA GGA AGA ACC CAC AAA GTG. β-actin (ACTB) mRNA was used as an internal reference transcript, with forward primer GCG GGA AAT CGT GCG TGA CAT T and reverse primer GAT GGA GTT GAA GGT AGT TTC GTG.

Gene expression linked to apoptotic pathways has been analyzed by RT² Profiler™ PCR Array Mouse Apoptosis (Qiagen, 330231), according to the manufacturer’s protocol.

### Statistical analysis

Statistical analysis was performed using the two-sided Student’s *t*-test, except for comet assay which has been analyzed using ANOVA. *p*-values of *p* < 0.05 were considered statistically significant and *p* < 0.01 highly statistically significant. Error bars represent the standard deviation of the mean.

Cell culture, neutral comet assay, immunoblot analysis, immunocytochemistry, and immunohistochemistry on adult WT mouse tissue were performed using standard protocols.

Procedures for all experiments including animals were approved by the Animal Studies Committee at Washington University Medical Center.

## Electronic supplementary material

Supplemental Figures and Tables

## References

[1] Crawford JR, MacDonald TJ, Packer RJ (2007). Medulloblastoma in childhood: new biological advances. Lancet Neurol..

[2] Hellstrom NA, Bjork-Eriksson T, Blomgren K, Kuhn HG (2009). Differential recovery of neural stem cells in the subventricular zone and dentate gyrus after ionizing radiation. Stem Cells.

[3] Gondi V, Tome WA, Mehta MP (2010). Why avoid the hippocampus? A comprehensive review. Radiother. Oncol..

[4] Thotala DK, Hallahan DE, Yazlovitskaya EM (2008). Inhibition of glycogen synthase kinase 3 beta attenuates neurocognitive dysfunction resulting from cranial irradiation. Cancer Res..

[5] Thotala DK, Geng L, Dickey AK, Hallahan DE, Yazlovitskaya EM (2010). A new class of molecular targeted radioprotectors: GSK-3beta inhibitors. Int J. Radiat. Oncol. Biol. Phys..

[6] Bartova E (2011). Recruitment of Oct4 protein to UV-damaged chromatin in embryonic stem cells. PLoS ONE.

[7] Jacobs KM (2016). Unique epigenetic influence of H2AX phosphorylation and H3K56 acetylation on normal stem cell radioresponses. Mol. Biol. Cell.

[8] Meyer B (2016). Histone H3 lysine 9 acetylation obstructs ATM activation and promotes iIonizing radiation sensitivity in normal stem cells. Stem Cell Rep..

[9] Neviani P (2013). PP2A-activating drugs selectively eradicate TKI-resistant chronic myeloid leukemic stem cells. J. Clin. Invest.

[10] Tung HY, Pelech S, Fisher MJ, Pogson CI, Cohen P (1985). The protein phosphatases involved in cellular regulation. Influence of polyamines on the activities of protein phosphatase-1 and protein phosphatase-2A. Eur. J. Biochem..

[11] Tung HY, Alemany S, Cohen P (1985). The protein phosphatases involved in cellular regulation. 2. Purification, subunit structure and properties of protein phosphatases-2A0, 2A1, and 2A2 from rabbit skeletal muscle. Eur. J. Biochem..

[12] Chowdhury D (2005). gamma-H2AX dephosphorylation by protein phosphatase 2A facilitates DNA double-strand break repair. Mol. Cell.

[13] Kuo YC (2008). Regulation of phosphorylation of Thr-308 of Akt, cell proliferation, and survival by the B55alpha regulatory subunit targeting of the protein phosphatase 2A holoenzyme to Akt. J. Biol. Chem..

[14] Chang KE (2015). The protein phosphatase 2A inhibitor LB100 sensitizes ovarian carcinoma cells to cisplatin-mediated cytotoxicity. Mol. Cancer Ther..

[15] Gordon IK (2015). Protein phosphatase 2A inhibition with LB100 enhances radiation-induced mitotic catastrophe and tumor growth delay in glioblastoma. Mol. Cancer Ther..

[16] Lv P (2014). Inhibition of protein phosphatase 2A with a small molecule LB100 radiosensitizes nasopharyngeal carcinoma xenografts by inducing mitotic catastrophe and blocking DNA damage repair. Oncotarget.

[17] Wei D (2013). Inhibition of protein phosphatase 2A radiosensitizes pancreatic cancers by modulating CDC25C/CDK1 and homologous recombination repair. Clin. Cancer Res.

[18] Grech G (2016). Deregulation of the protein phosphatase 2A, PP2A in cancer: complexity and therapeutic options. Tumour Biol..

[19] Goodarzi AA (2004). Autophosphorylation of ataxia-telangiectasia mutated is regulated by protein phosphatase 2A. EMBO J..

[20] Dumitru R (2012). Human embryonic stem cells have constitutively active Bax at the Golgi and are primed to undergo rapid apoptosis. Mol. Cell.

[21] Barker N (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[22] Riehl TE, Santhanam S, Foster L, Ciorba M, Stenson WF (2015). CD44 and TLR4 mediate hyaluronic acid regulation of Lgr5+ stem cell proliferation, crypt fission, and intestinal growth in postnatal and adult mice. Am. J. Physiol. Gastrointest. Liver Physiol..

[23] Harmala-Brasken AS (2003). Type-2A protein phosphatase activity is required to maintain death receptor responsiveness. Oncogene.

[24] Gendron S, Couture J, Aoudjit F (2003). Integrin alpha2beta1 inhibits Fas-mediated apoptosis in T lymphocytes by protein phosphatase 2A-dependent activation of the MAPK/ERK pathway. J. Biol. Chem..

[25] Li X, Nan A, Xiao Y, Chen Y, Lai Y (2015). PP2A-B56 complex is involved in dephosphorylation of gamma-H2AX in the repair process of CPT-induced DNA double-strand breaks. Toxicology.

[26] Yang ZZ (2004). Physiological functions of protein kinase B/Akt. Biochem. Soc. Trans..

[27] Dummler B, Hemmings BA (2007). Physiological roles of PKB/Akt isoforms in development and disease. Biochem. Soc. Trans..

[28] Rivera-Gonzalez GC (2016). Skin adipocyte stem cell self-renewal is regulated by a PDGFA/AKT-signaling axis. Cell Stem Cell.

[29] Fresno Vara JA (2004). PI3K/Akt signalling pathway and cancer. Cancer Treat. Rev..

[30] Dillon RL, White DE, Muller WJ (2007). The phosphatidyl inositol 3-kinase signaling network: implications for human breast cancer. Oncogene.

[31] Tokunaga E (2008). Deregulation of the Akt pathway in human cancer. Curr. Cancer Drug Targets.

[32] Liao Y, Hung MC (2004). A new role of protein phosphatase 2a in adenoviral E1A protein-mediated sensitization to anticancer drug-induced apoptosis in human breast cancer cells. Cancer Res.

[33] Ugi S (2004). Protein phosphatase 2A negatively regulates insulin’s metabolic signaling pathway by inhibiting Akt (protein kinase B) activity in 3T3-L1 adipocytes. Mol. Cell. Biol..

[34] Trotman LC (2006). Identification of a tumour suppressor network opposing nuclear Akt function. Nature.

[35] Hong CS (2015). LB100, a small molecule inhibitor of PP2A with potent chemo- and radio-sensitizing potential. Cancer Biol. Ther..

[36] Ruvolo PP, Clark W, Mumby M, Gao F, May WS (2002). A functional role for the B56 alpha-subunit of protein phosphatase 2A in ceramide-mediated regulation of Bcl2 phosphorylation status and function. J. Biol. Chem..

[37] Chiang CW (2003). Protein phosphatase 2A dephosphorylation of phosphoserine 112 plays the gatekeeper role for BAD-mediated apoptosis. Mol. Cell. Biol..

[38] Shouse GP, Cai X, Liu X (2008). Serine 15 phosphorylation of p53 directs its interaction with B56gamma and the tumor suppressor activity of B56gamma-specific protein phosphatase 2A. Mol. Cell. Biol..

[39] Shouse GP, Nobumori Y, Panowicz MJ, Liu X (2011). ATM-mediated phosphorylation activates the tumor-suppressive function of B56gamma-PP2A. Oncogene.

[40] Li HH, Cai X, Shouse GP, Piluso LG, Liu X (2007). A specific PP2A regulatory subunit, B56gamma, mediates DNA damage-induced dephosphorylation of p53 at Thr55. EMBO J..

[41] Jin Z, Wallace L, Harper SQ, Yang J (2010). PP2A:B56{epsilon}, a substrate of caspase-3, regulates p53-dependent and p53-independent apoptosis during development. J. Biol. Chem..

[42] Deng X, Gao F, May WS (2009). Protein phosphatase 2A inactivates Bcl2’s antiapoptotic function by dephosphorylation and up-regulation of Bcl2-p53 binding. Blood.

[43] Rincon R (2015). PP2A inhibition determines poor outcome and doxorubicin resistance in early breast cancer and its activation shows promising therapeutic effects. Oncotarget.

[44] Arrouss I (2013). Specific targeting of caspase-9/PP2A interaction as potential new anti-cancer therapy. PLoS ONE.

[45] Janzen C, Sen S, Cuevas J, Reddy ST, Chaudhuri G (2011). Protein phosphatase 2A promotes endothelial survival via stabilization of translational inhibitor 4E-BP1 following exposure to tumor necrosis factor-alpha. Arterioscler. Thromb. Vasc. Biol..

[46] Dadey DY (2016). The ATF6 pathway of the ER stress response contributes to enhanced viability in glioblastoma. Oncotarget.

[47] Zhang B (2010). ER stress induced by ionising radiation in IEC-6 cells. Int J. Radiat. Biol..

[48] Saglar E, Unlu S, Babalioglu I, Gokce SC, Mergen H (2014). Assessment of ER stress and autophagy induced by ionizing radiation in both radiotherapy patients and ex vivo irradiated samples. J. Biochem. Mol. Toxicol..

[49] Chang PY (2016). Mensenchymal stem cells can delay radiation-induced crypt death: impact on intestinal CD44(+) fragments. Cell Tissue Res..

[50] Zhu Y, Huang YF, Kek C, Bulavin DV (2013). Apoptosis differently affects lineage tracing of Lgr5 and Bmi1 intestinal stem cell populations. Cell Stem Cell.

[51] Metcalfe C, Kljavin NM, Ybarra R, de Sauvage FJ (2014). Lgr5+ stem cells are indispensable for radiation-induced intestinal regeneration. Cell Stem Cell.

[52] Sato T (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

# Supplementary material for: Transient PP2A inhibition alleviates normal tissue stem cell susceptibility to cell death during radiotherapy
**Source:** Cell Death Dis. 2018 Apr 30;9(5):492. doi: 10.1038/s41419-018-0559-0
**Supplement:** Supplementary file 1 — Supplemental Figures and Tables

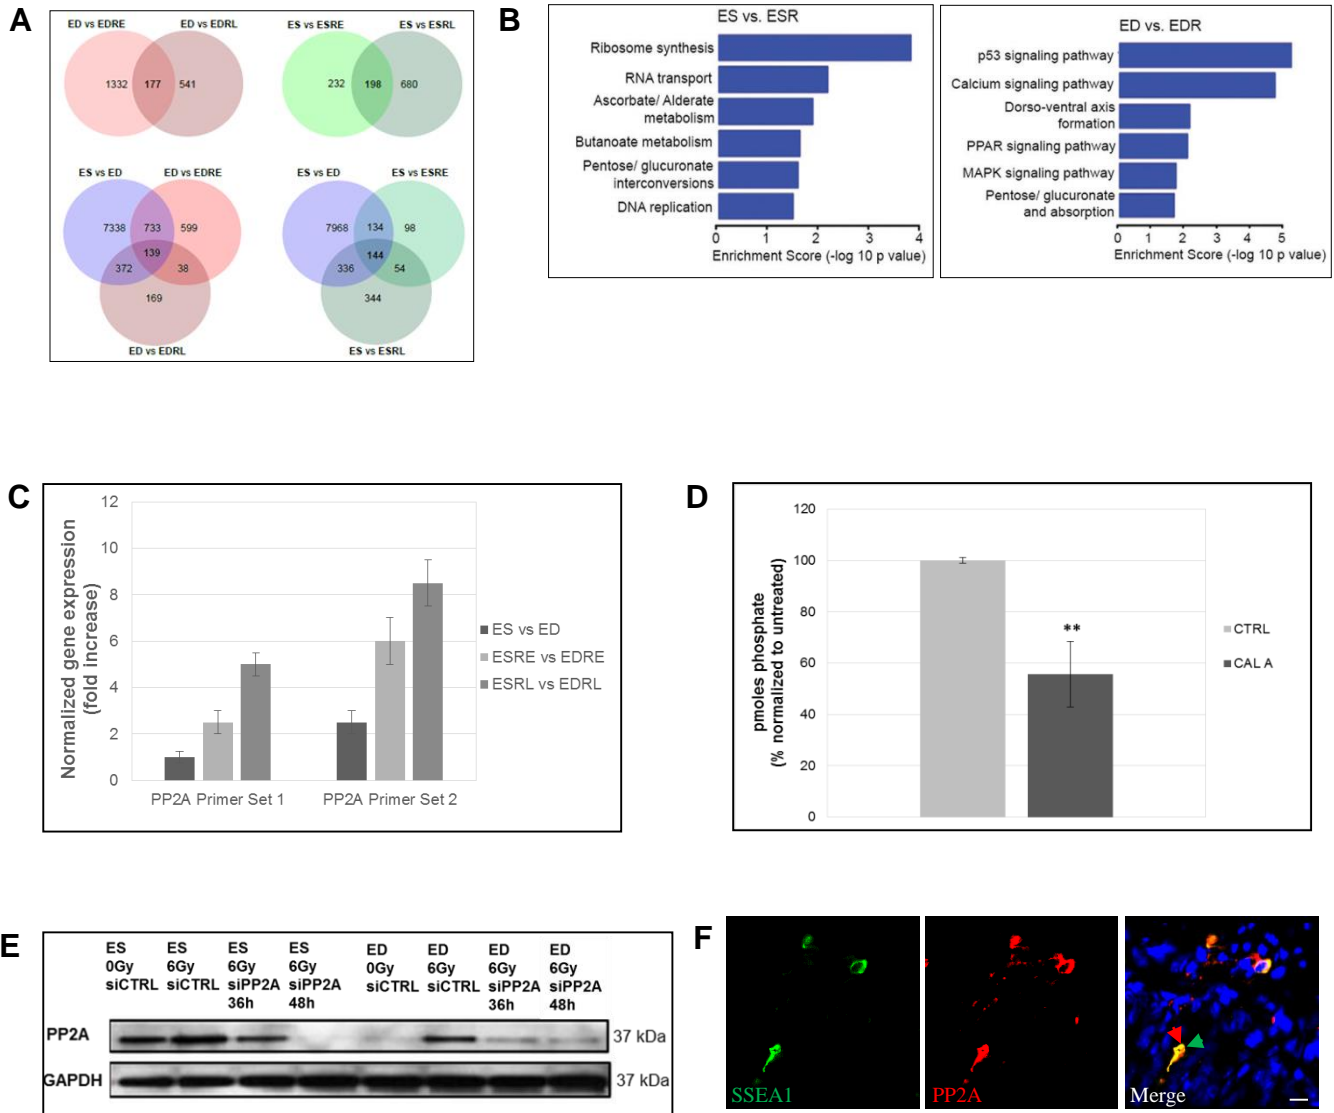

### **Supplemental\_Figure\_1S, related to Fig. 1**

- (A) Shown are Venn diagrams of the number of genes altered upon irradiation at 15 min (RE) and 4 h (RL) and differentiation of ES and ED cells and common intersections.
- (B) Shown are pathway enrichment scores of gene expressions altered after IR (early and late time points combined) in ES (left panel) and ED (right panel).
- (C) PP2A expression was quantified using qRT-PCR in ES and ED cells 15 min (RE, radiation early) or 4 h (RL, radiation late) after 6Gy IR or without IR. The data were normalized to the expression levels in ED cells.
- (D) ES were left untreated or treated with Calyculin A (Cal A) and tested for PP2A immunoprecipitation.
- (E) PP2A and GAPDH were detected in lysates of ES and ED cells after siPP2A treatment using immunoblot.
- (F) Tissue sections obtained from intestines of WT C57BL/6 mice were stained with SSEA1, PP2A and DNA labeled with DAPI.

Scale bars = 10  $\mu$ m. Error bars = SD. \*\* =  $p < 0.01$

# Supplemental\_Fig\_S2(A)

**A1**

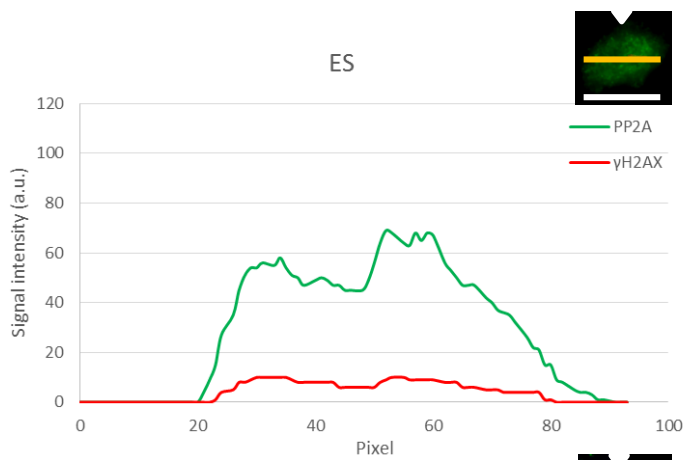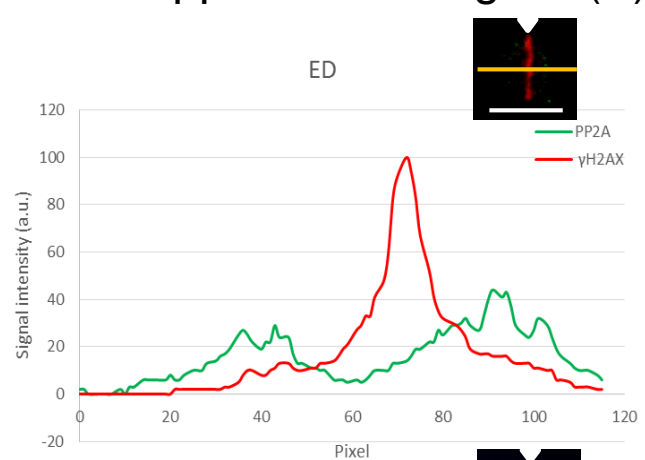

**A2**

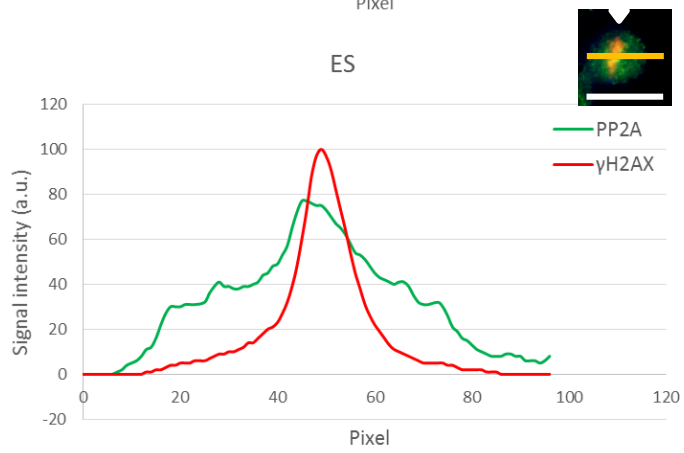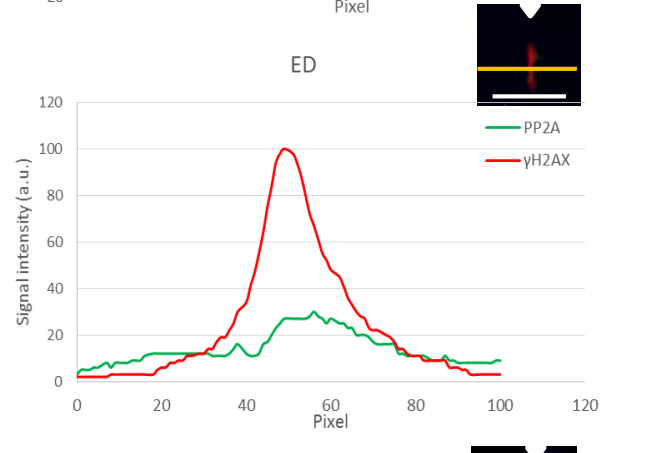

**A3**

**A4**

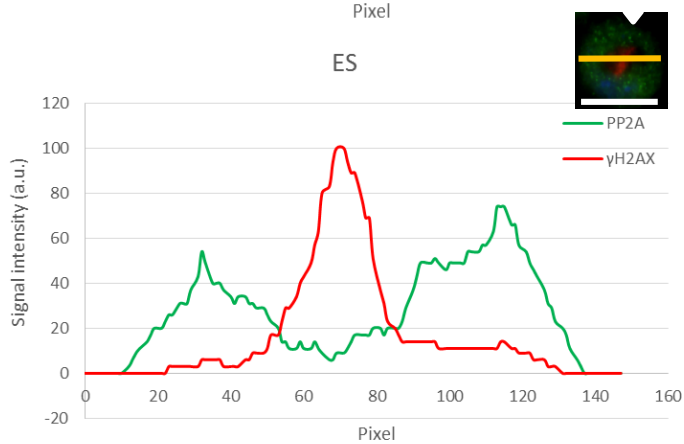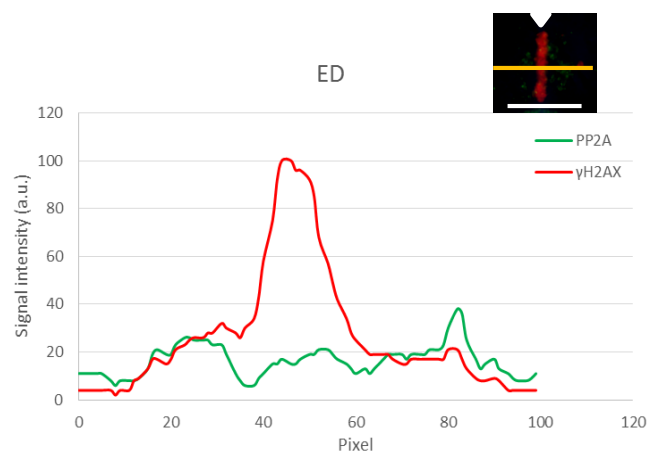

### **Supplemental\_Figure\_S2(A), related to Fig. 2**

ES cells were co-plated with isogenic non-stem ED cells, microirradiated and fixed immediately after irradiation. PP2A and  $\gamma$ H2AX were detected along with Sox2. Cells were subnuclear micro-irradiated in a line across the ES and ED cells in same region of interest (ROI) crossing through both cell types (arrow indicates laser ROI). Quantification of fluorescence intensities along the yellow line is depicted in the corresponding graph.

At least 100 cells have been scored for each treatment. Graphs represent the general pattern observed.

- (A1) Untreated ED and ES
- (A2) ED and ES cells treated with Calyculin A
- (A3) ED and ES cells treated with siCtrl
- (A4) ED and ES cells treated with siPP2A

Scale bars = 10  $\mu$ m.

A

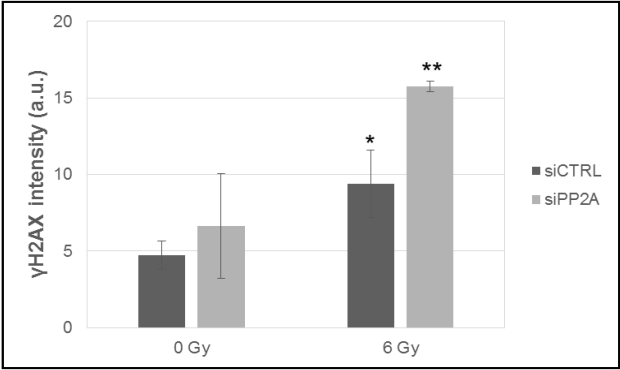

B

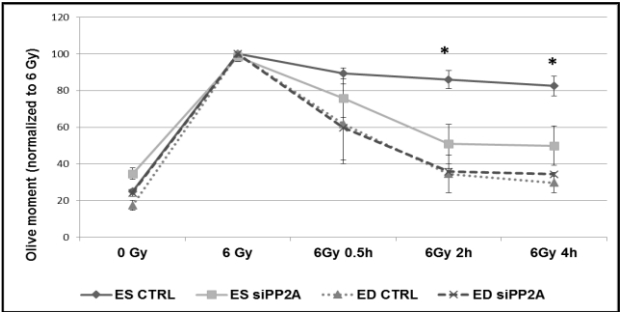

C

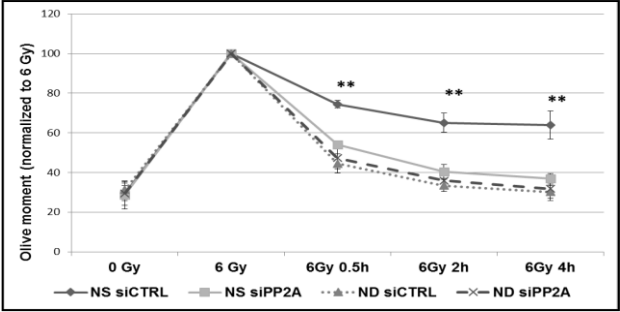

**Supplemental\_Figure\_S2(B), related to Fig. 2**

- (A) ES cells were treated with siCtrl or PP2A siRNA and  $\gamma$ H2AX was analysed by flow cytometry at 0 Gy and 30 minutes after 6 Gy irradiation
- (B) ES and ED cells were treated with siCtrl or PP2A siRNA and analyzed by comet assay. Values were normalized to 6Gy time point. 3 independent experiments performed.
- (C) NS and ND cells treated with siCtrl or PP2A siRNA and analyzed by comet assay. Values were normalized to 6Gy time point. 3 independent experiments performed.

A

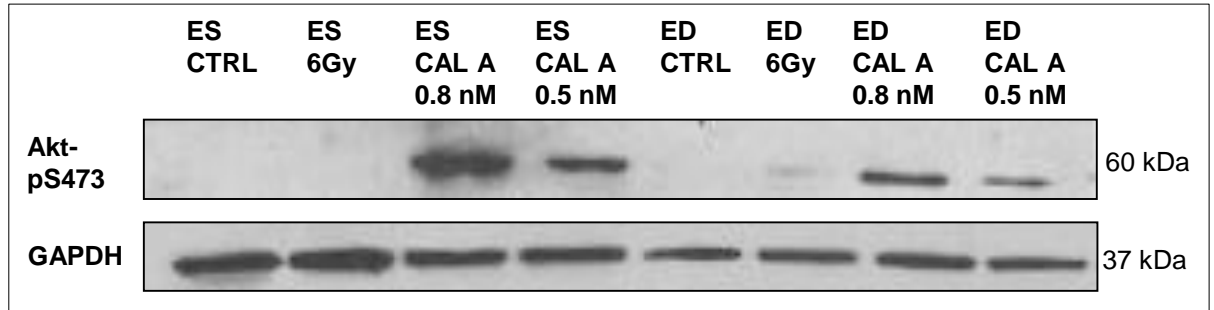

**Supplemental\_Figure\_S3, related to Fig. 3**

ES and ED cells were left untreated or treated with Calyculin A (Cal A)

(A) Akt-pS473 and GAPDH were detected in lysates of ES and ED using immunoblot 4 hours after irradiation

**A**

[illegible][illegible]

**Supplemental\_Figure\_4S, related to Fig. 4**

(A) Statistical analysis relative to Fig. 4A1 and 4A2. Student t test of each endpoint versus any other treatment.

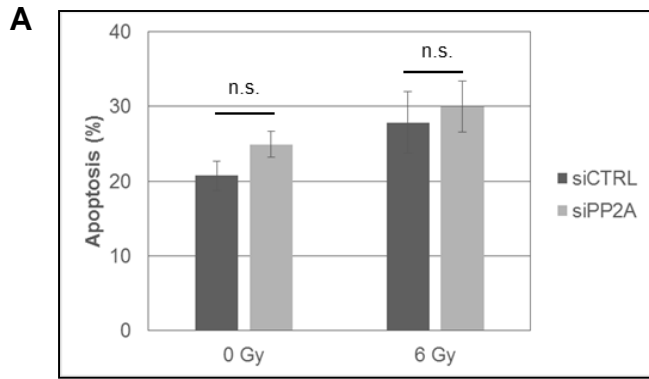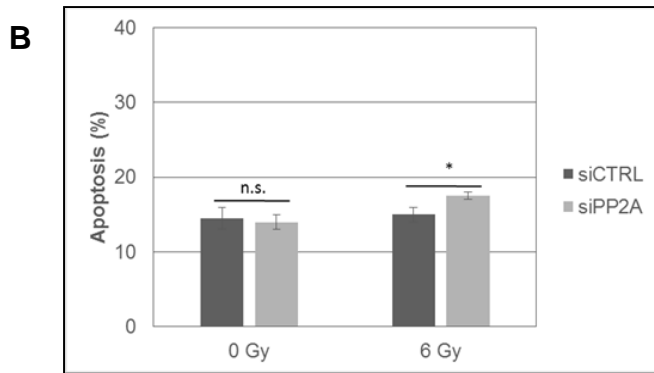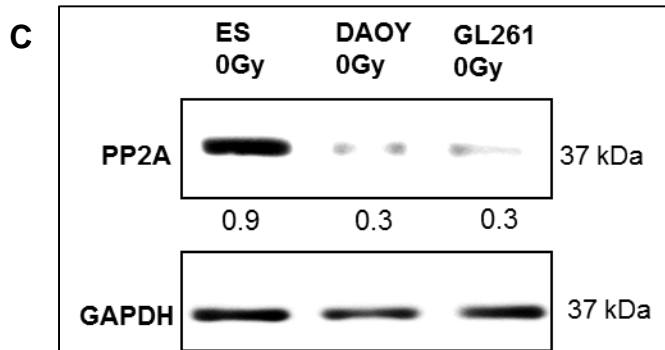

### **Supplemental\_Figure\_S5, related to Fig. 5**

Cancer cells were left untreated or treated with PP2A inhibitors, irradiated and apoptosis was quantified at 16 h by Annexin V labeling. 3 independent experiments performed. Error bars indicate SD; \*  $p < 0.05$ ; n.s. not significant

- (A) Human medulloblastoma cells (Daoy HTB-186) treated with control (siCtrl) or PP2A siRNA (siPP2A)
- (B) Murine glioblastoma cells (GL261) treated with control (siCtrl) or PP2A siRNA (siPP2A)
- (C) PP2A and GAPDH analyzed in stem cells (ES), human medulloblastoma cells (DAOY) and murine glioblastoma cells (GL261) by immunoblot.

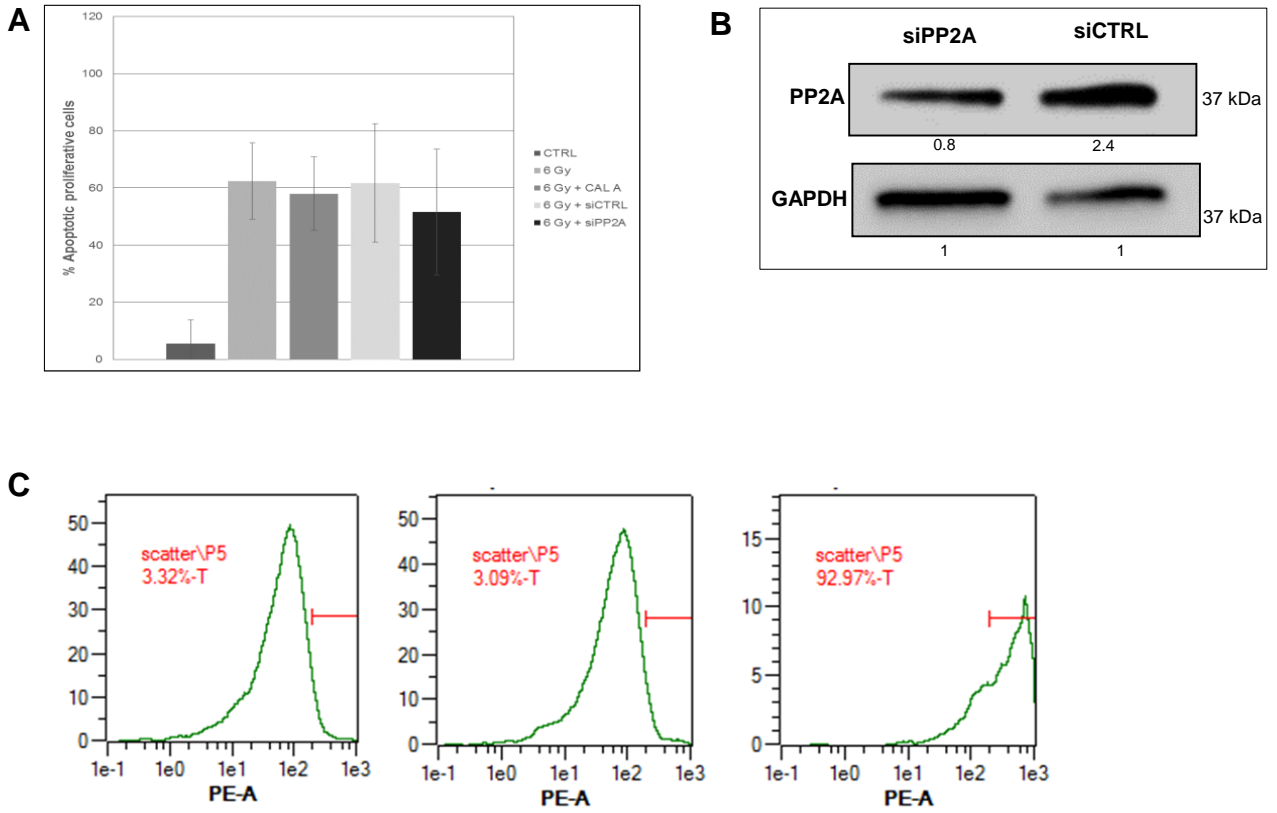

### **Supplemental\_Figure\_S6, related to Fig. 6**

- (A) Murine intestinal organoid proliferative cells were left untreated or irradiated at 6Gy after treatment with Calyculin A (Cal A), control siRNA (siCtrl) or PP2A siRNA (siPP2A). Percentage of cells positive for proliferative cell marker Ki67 and apoptotic marker CC-3 was calculated from total Ki67 positive cells. 3 independent experiments were performed.
- (B) PP2A and GAPDH were detected in lysates of intestinal organoids using immunoblot.
- (C) Murine hematopoietic stem cells were stained with CD117 antibody and analyzed by flow cytometer. Left panel: unstained control; Middle panel: Isotype; Right panel: CD117 stained.

| Lists of stably altered mRNAs from the intersections in Supplemental Fig. S1A |                                                           |                                                          |                                                               |
|-------------------------------------------------------------------------------|-----------------------------------------------------------|----------------------------------------------------------|---------------------------------------------------------------|
| Radiation altered mRNAs in undifferentiated stem cells                        | Radiation and Differentiation altered mRNAs in stem cells | Radiation altered mRNAs in differentiated non-stem cells | Radiation and Differentiation altered mRNAs in non-stem cells |
| <u>ESvsESRE-ESvsESRL</u>                                                      | <u>ESvsED-ESvsESRE-ESvsESRL</u>                           | <u>EDvsEDRE-EDvsEDRL</u>                                 | <u>ESvsED-EDvsEDRE-EDvsEDRL</u>                               |
| Aacs                                                                          | Aacs                                                      | Aanat                                                    | Adamts15                                                      |
| Aadac                                                                         | Ada                                                       | Adamts15                                                 | Aicda                                                         |
| Acadm                                                                         | Aldh2                                                     | Aicda                                                    | Alas2                                                         |
| Ada                                                                           | Aox3                                                      | Alas2                                                    | Antxrl                                                        |
| Aldh2                                                                         | Apoe                                                      | Antxrl                                                   | Apof                                                          |
| Aox3                                                                          | Arhgef16                                                  | Apof                                                     | Atp2b4                                                        |
| Apoe                                                                          | Atp5c1                                                    | Areg                                                     | Atp8b3                                                        |
| Arhgef16                                                                      | BC049807                                                  | Atp2b4                                                   | B3galt5                                                       |
| Atp5c1                                                                        | Bet1l                                                     | Atp8b3                                                   | B9d2                                                          |
| AW551984                                                                      | Blvrb                                                     | B3galt5                                                  | Batf                                                          |
| BC049807                                                                      | Cct8                                                      | B9d2                                                     | BC057022                                                      |
| Bet1l                                                                         | Cdc42ep1                                                  | Batf                                                     | Bfsp2                                                         |
| Blvrb                                                                         | Cdk2ap2                                                   | Bax                                                      | Btg2                                                          |
| Ccdc55                                                                        | Clcnka                                                    | BC031353                                                 | Casq2                                                         |
| Ccl3                                                                          | Cnot1                                                     | BC051628                                                 | Catsper4                                                      |
| Cct8                                                                          | Csde1                                                     | BC057022                                                 | Ccdc135                                                       |
| Cdc42ep1                                                                      | Cstf3                                                     | Bfsp2                                                    | Ccdc150                                                       |
| Cdk2ap2                                                                       | Ctf1                                                      | Blcap                                                    | Ccdc64b                                                       |
| Chchd4                                                                        | Cybrd1                                                    | Bmp15                                                    | Ccl21c                                                        |
| Clcnka                                                                        | Dclre1c                                                   | Btg2                                                     | Cercam                                                        |
| Cnot1                                                                         | Ddx28                                                     | Bub1                                                     | Chrm4                                                         |
| Csde1                                                                         | Dhrsx                                                     | Cacng4                                                   | Cma1                                                          |
| Cstf3                                                                         | Eif3e                                                     | Cacng8                                                   | Ctxn3                                                         |
| Ctf1                                                                          | Ep400                                                     | Casq2                                                    | Cyp4a29                                                       |
| Cybrd1                                                                        | Eri2                                                      | Catsper4                                                 | Dhh                                                           |
| D630003M21Rik                                                                 | Fam18a                                                    | Ccdc135                                                  | Dleu7                                                         |
| Dclre1c                                                                       | Gale                                                      | Ccdc150                                                  | Dll4                                                          |
| Dcun1d4                                                                       | Gkn2                                                      | Ccdc64b                                                  | Dusp26                                                        |
| Ddx28                                                                         | Glrx                                                      | Ccl21c                                                   | Dusp27                                                        |
| Dennd3                                                                        | Gm4984                                                    | Cercam                                                   | Dync1i1                                                       |
| Dhrsx                                                                         | Gpr107                                                    | Chrm4                                                    | Eif2c4                                                        |
| Dna2                                                                          | Grhl1                                                     | Ckmt2                                                    | Ephx4                                                         |
| Eif3e                                                                         | H2-Q10                                                    | Cma1                                                     | Fam101a                                                       |
| Ep400                                                                         | H3f3a                                                     | Cst6                                                     | Fam180a                                                       |

|          |          |               |               |
|----------|----------|---------------|---------------|
| Eri2     | Hey2     | Ctxn3         | Fbxl13        |
| Fam18a   | Hps4     | Cyp4a29       | Fbxo41        |
| Frrs1    | Htati2   | Dcxr          | Fcrlb         |
| G3bp2    | Hunk     | Ddit4l        | Fgf12         |
| Gale     | Inpp5f   | Dhh           | Fmo4          |
| Gkn2     | Ipo8     | Dleu7         | Fos           |
| Glrx     | Klhl5    | Dll4          | G630016D24Rik |
| Gm4984   | Klra33   | Dnajc9        | Gal3st1       |
| Gm5148   | Loh12cr1 | Dusp26        | Ggct          |
| Gm525    | Lrp10    | Dusp27        | Gjc3          |
| Gm5797   | Lrriq4   | Dync1i1       | Glb1l3        |
| Gpr107   | Mat2b    | Eif2c4        | Gm11554       |
| Grhl1    | Mblac2   | Ephx4         | Gm13276       |
| Gtf3c4   | Med23    | Fam101a       | Gm1679        |
| H2-Q10   | Meox1    | Fam180a       | Gnat1         |
| H3f3a    | Mesdc1   | Fbxl13        | Got1l1        |
| Hey2     | Mlit3    | Fbxo41        | Gpr18         |
| Hps4     | Mtap7d3  | Fcrlb         | Grhl3         |
| Htati2   | Mustn1   | Fgf12         | Hebp2         |
| Hunk     | Naa16    | Fmo4          | Hoxc13        |
| Igdcc3   | Naaa     | Fos           | Icos          |
| Inpp5f   | Nagk     | G630016D24Rik | Ifna5         |
| Ipo8     | Nanogpd  | Gal3st1       | Itgb1bp3      |
| Jph3     | Napa     | Gcgr          | Klk1          |
| Khnyln   | Ncor2    | Ggct          | Krt17         |
| Klhl5    | Nedd4l   | Gjc3          | Krtdap        |
| Klk1b27  | Ngfrap1  | Glb1l3        | Ksr2          |
| Klra1    | Nlrp9b   | Gm11554       | Ldoc1         |
| Klra33   | Nr1d2    | Gm13276       | Lhfp1l        |
| Loh12cr1 | Nt5c3    | Gm1679        | Luzp2         |
| Lrp10    | Nt5dc3   | Gnat1         | Ly6k          |
| Lrriq4   | Nub1     | Got1l1        | Matn1         |
| Map3k9   | Oasl2    | Gpr18         | Mc1r          |
| Mat2b    | Ociad2   | Grhl3         | Mchr1         |
| Mblac2   | Panx2    | Hebp2         | Mtl5          |
| Mcm3     | Parp8    | Hes6          | Myh6          |
| Med23    | Patl2    | Hoxc13        | Nfe2          |
| Meox1    | Phactr3  | Icos          | Nlrp6         |
| Mesdc1   | Plekhf1  | Ifna5         | Nppc          |
| Mfsd11   | Plxnb1   | Itgb1bp3      | Nudt11        |
| Mlit3    | Pnpla7   | Kap           | Nyx           |
| Mos      | Ppp2ca   | Klk1          | Olfr1249      |
| Mrgprg   | Pts      | Krt17         | Olfr1396      |
| Mtap7d3  | Rab43    | Krtap9-1      | Olfr1441      |
| Mttp     | Rap1gap  | Krtdap        | Olfr287       |
| Mustn1   | Rapgef1  | Ksr2          | Olfr371       |

|          |          |          |           |
|----------|----------|----------|-----------|
| Naa16    | Rbm41    | Ldoc1    | Olfr713   |
| Naaa     | Rnaseh2c | Lhfp11   | Pde1c     |
| Nagk     | Rpl12    | Luzp2    | Pde6b     |
| Nanogpd  | Rpl34    | Ly6k     | Pilra     |
| Nanp     | Rpl35a   | Matn1    | Pklr      |
| Napa     | Rpl39l   | Mc1r     | Pla2g4f   |
| Ncor2    | Rpp30    | Mcart6   | Plcd4     |
| Neddd4l  | Rps25    | Mchr1    | Plin5     |
| Nek8     | Sass6    | Mtl5     | Pln       |
| Ngfrap1  | Scarb1   | Myh6     | Pmaip1    |
| Nlrp9b   | Sdc2     | Nanos1   | Pnliprp2  |
| Nr1d2    | Sec61a2  | Nfe2     | Ppfibp2   |
| Nt5c3    | Selenbp2 | Nlrp6    | Prm2      |
| Nt5dc3   | Sema6a   | Notch1   | Prrxl1    |
| Nub1     | Serpinh1 | Nppc     | Psp       |
| Numbl    | Setd7    | Nudt11   | Ptprcap   |
| Nup43    | Sfrs4    | Nyx      | Ptprt     |
| Oasl2    | Skp1a    | Olfr1249 | Rab40b    |
| Ociad2   | Smarcd2  | Olfr1396 | Rbm3      |
| Olfr1465 | Sos1     | Olfr1441 | Ret       |
| Osgep    | Sp3      | Olfr287  | Rims1     |
| Panx2    | Sqrdl    | Olfr298  | Rnf183    |
| Parp8    | St13     | Olfr371  | Rprm      |
| Patl2    | Strap    | Olfr697  | Ryr2      |
| Pbx2     | Synj2    | Olfr713  | Sema6d    |
| Pcsk9    | Tagln2   | Pard6g   | Shisa7    |
| Pfkfb3   | Tbc1d9   | Pcdhb22  | Shroom3   |
| Phactr3  | Tcf25    | Pde1c    | Slc26a4   |
| Plekhf1  | Tctex1d2 | Pde6b    | Slc26a9   |
| Plxnb1   | Thap4    | Pilra    | Slc37a2   |
| Pnpla7   | Tmc5     | Pitpnc1  | Slc45a1   |
| Pop1     | Tmem151b | Pklr     | Slc5a11   |
| Ppp2ca   | Tmem17   | Pla2g4f  | Slc6a14   |
| Pts      | Tmem219  | Plcd4    | Smtnl1    |
| Rab43    | Tmem43   | Plin5    | Sostdc1   |
| Rap1gap  | Tmem69   | Pln      | Spink5    |
| Rapgef1  | Tmod2    | Pmaip1   | Stox2     |
| Rbm41    | Tnks1bp1 | Pnliprp2 | Tas2r143  |
| Rnaseh2c | Ttn      | Ppfibp2  | Tcte3     |
| Rpl12    | Ube2i    | Prdm10   | Tmem44    |
| Rpl19    | Usp5     | Prm2     | Tmem51    |
| Rpl34    | Vps28    | Prrxl1   | Tmhs      |
| Rpl35a   | Wnk2     | Psg25    | Tnfrsf18  |
| Rpl36al  | Zbtb5    | Psp      | Trp53inp1 |
| Rpl39l   | Zbtb8os  | Ptprcap  | Tspan33   |
| Rpp30    | Zzef1    | Ptprt    | Tssk3     |

|          |  |           |         |
|----------|--|-----------|---------|
| Rps25    |  | Rab40b    | Ube2j2  |
| Rps27a   |  | Rbm3      | Ugt2b37 |
| Rtn4r    |  | Ret       | Unc50   |
| Sass6    |  | Rims1     | Zfp874  |
| Scarb1   |  | Rltpr     | Zpbp2   |
| Sdc2     |  | Rnf183    |         |
| Sec61a2  |  | Rprm      |         |
| Selenbp2 |  | Ryr2      |         |
| Sema6a   |  | Selplg    |         |
| Serpinh1 |  | Sema6d    |         |
| Setd7    |  | Shisa7    |         |
| Sfrs4    |  | Shroom3   |         |
| Skp1a    |  | Slc26a4   |         |
| Slc16a7  |  | Slc26a9   |         |
| Smarcd2  |  | Slc37a2   |         |
| Smcr7    |  | Slc45a1   |         |
| Sos1     |  | Slc5a11   |         |
| Sp3      |  | Slc6a14   |         |
| Sp7      |  | Smtnl1    |         |
| Sqrdl    |  | Sostdc1   |         |
| St13     |  | Spink5    |         |
| Stk16    |  | St18      |         |
| Strap    |  | Stox2     |         |
| Synj2    |  | Strc      |         |
| Tagln2   |  | Suox      |         |
| Tbc1d9   |  | Tas2r143  |         |
| Tcf25    |  | Tcte3     |         |
| Tctex1d2 |  | Tmem44    |         |
| Teddm1   |  | Tmem51    |         |
| Thap4    |  | Tmhs      |         |
| Tmc5     |  | Tmod4     |         |
| Tmem151b |  | Tnfrsf18  |         |
| Tmem17   |  | Trp53inp1 |         |
| Tmem219  |  | Tspan33   |         |
| Tmem43   |  | Tssk3     |         |
| Tmem69   |  | Ube2j2    |         |
| Tmem8    |  | Ugt2b37   |         |
| Tmod2    |  | Unc50     |         |
| Tnks1bp1 |  | Zfp385a   |         |
| Ttn      |  | Zfp874    |         |
| Ube2i    |  | Zpbp2     |         |
| Usp5     |  |           |         |
| Utp14b   |  |           |         |
| Vps28    |  |           |         |
| Wnk2     |  |           |         |
| Zbtb5    |  |           |         |

|         |  |  |  |
|---------|--|--|--|
| Zbtb8os |  |  |  |
| Zfp428  |  |  |  |
| Zzef1   |  |  |  |

**Supplemental Table 2.** List of antibodies used in this study

| <b>Protein target</b>       | <b>Species</b> | <b>Company</b> | <b>Catalog #o</b> | <b>Assay</b>  | <b>Conditions</b>            |
|-----------------------------|----------------|----------------|-------------------|---------------|------------------------------|
| AMCA-conjugated anti-mouse  | horse          | Vector         | FI-2100           | IF, IHC-F     | 1:100                        |
| AMCA-conjugated anti-rabbit | donkey         | Vector         | FI-1200           | IF, IHC-F     | 1:100                        |
| Bax                         | mouse          | Santa Cruz     | sc-7480           | WB            | 1:250 in milk                |
| Bcl-2                       | rabbit         | Cell Signaling | 2870              | WB            | 1:100 in milk                |
| CD117-PE                    | mouse          | Miltenyi       | 130-102-542       | IF            | -                            |
| Cleaved Caspase-3           | rabbit         | Cell Signaling | 9664              | IHC-F, WB     | 1:200, 1:500 in milk         |
| FITC-conjugated anti-mouse  | horse          | Vector         | FI-2100           | IF, IHC-F     | 1:100                        |
| FITC-conjugated anti-rabbit | donkey         | Vector         | FI-1200           | IF, IHC-F     | 1:100                        |
| GAPDH                       | mouse          | Sigma Aldrich  | G8795             | WB            | 1:100 in milk                |
| HRP-conjugated anti-mouse   | rabbit         | Sigma Aldrich  | A9044             | WB            | 1:5000 in milk               |
| HRP-conjugated anti-rabbit  | goat           | Sigma Aldrich  | A0545             | WB            | 1:5000 in milk               |
| Isotype IgG2b-PE            | rat            | Miltenyi       | 130-102-663       | IF            | -                            |
| Ki67                        | mouse          | UltraMab       | UM800033          | IF            | 1:100                        |
| Oct 4                       | rabbit         | Abcam          | ab19857           | IF, IHC-F, WB | 1:200, 1:200, 1:1000 in milk |
| phospho-AKT                 | rabbit         | Cell Signaling | 4060              | WB            | 1:1000 in milk               |
| phospho-ATM (S1981)         | mouse          | Cell Signaling | 4526              | IHC-F, WB     | 1:50, 1:500 in milk          |
| PP2A                        | mouse          | Millipore      | 05-421            | IF, IHC-F, WB | 1:200, 1:200, 1:1000 in milk |
| Sox2                        | rabbit         | Abcam          | ab97959           | IHC-F, WB     | 1:100, 1:1000 in milk        |

|                                  |        |           |         |           |                        |
|----------------------------------|--------|-----------|---------|-----------|------------------------|
| Sox2                             | mouse  | Abcam     | ab79351 | IF, IHC-F | 1:200, 1:100           |
| SSEA1                            | mouse  | Abcam     | ab16285 | IHC-F, WB | 1:100, 1:1000 in milk  |
| Texas Red-conjugated anti-mouse  | horse  | Vector    | FI-2100 | IF, IHC-F | 1:100                  |
| Texas Red-conjugated anti-rabbit | donkey | Vector    | FI-1200 | IF, IHC-F | 1:100                  |
| $\gamma$ H2AX (S139)             | mouse  | Millipore | 05-636  | IHC-F, WB | 1:1000, 1:4000 in milk |

How the deposited data were processed for this re-analysis (not part of the article)

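Gene expression was measured in 18 samples, 3 in each of 6 groups: unirradiated ES cells of the mouse, ED cells differentiated from them, and both collected 15 min (ESRE, EDRE) or 4 h (ESRL, EDRL) after 10 Gy IR. Groups, doses and times were taken from the sample labels and the paper. Each sample was labeled with Cy3 and hybridized to 1 array. As the authors deposited them, the intensity values of the spots are processed signals from Agilent Feature Extraction, which are background-subtracted and not normalized between arrays. The authors also deposited a matrix of log2 values for 30133 probes, in which, as tested on the files, each value is the log2 signal, with signals under 5 raised to 5, minus about the median of its array. The other columns, the outlier marks and the mark for signals well above background among them, are as the scanner software wrote them.

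Of 39448 spots per array, 1417 control spots and 200 negative control spots not marked as controls were left out, and 37831 spots of 37246 probes were kept, 65 of the probes with several spots. Genes were named from RefSeq for 22216 probes (21963 of the 22522 probes with an mRNA accession), and the other probes, 14724 of which carry accessions outside mRNA, kept the name in the files, so that 34289 names were distinct. Spots marked as non-uniform or population outliers were left out. A probe counted as well above background on an array where at least 50% of its spots did. Signals were put on the log2 scale and set relative to the 75th percentile of the array. Probes were tested in a comparison where they were well above background on all 3 arrays of at least 1 of the groups compared. Between 49.5% and 86.1% of the probes were well above background on an array, and the number of arrays limits the precision.

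A linear model of the 6 groups was fitted to all arrays with limma 3.58.1 in R 4.3.3, with a separate least-squares fit for each pattern of missing spots, and its variances were moderated over the probes tested in each comparison. The comparisons were ED against ES, ESRE and ESRL against ES, and EDRE and EDRL against ED, together with the interaction of IR and cell type at each time. In the comparisons, a gene was counted where a probe had a Benjamini-Hochberg adjusted p under 0.05 and a log2 change over 1 in size. In the interactions the adjusted p alone decided, with no limit on size. The intersections are genes counted in ED against ES and at both times after IR in 1 cell type. The genes named are a list of 32 genes fixed before the data were examined (genes in the paper's text, stem cell markers, both PP2A catalytic subunits, and p53 target and ribosomal protein genes of Supplemental Table 1), 1 of which is not reported here, and, for each comparison, the 2 largest rises and 2 largest falls among genes counted, well above background on all arrays of both groups and without overlap between them. Lists of 84 ribosomal protein, 28 p53 target, 35 DNA replication and 58 RNA transport genes, of which 83, 28, 35 and 57 were on the array, were tested with camera at a correlation between genes of 0.01, and with fry. Both need complete values, so outlier spots were kept in these tests. Lists of immediate early genes (16 of 17 on the array), pluripotency genes (18 of 18) and PP2A subunits (20 of 21) were described without a test. Single values of Ppp2ca were also compared with exact two-sided permutation tests.

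The procedure was tested on simulated data in which 200 genes were changed. Of those tested, between 64.2% and 70.7% were recovered, with 2 to 7 false calls per comparison. A list moved in simulated data was called, and 0 of 15 other set tests of camera were. The simulated arrays did not differ by slide, so these false calls include none that slides would cause. A fixed effect of slide could not be estimated for any of the 5 comparisons, because no slide holds a group with its control. Arrays with the same scan time were taken as 1 slide, an inference, since the paper's methods describe slides that hold 1 array each. As a random block, slide had a consensus correlation of 0.81 over 5839 probes.

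In all, 19 alternatives set before the data were examined and each of the 18 arrays left out in turn were tried, and 5 alternatives were added later. They changed the background correction (normexp on the median signal with an offset of 50), the scaling, the detection filter, the block, the arrays fitted, the test, the fold limit and the unit counted. The other-probe alternative gave no value for Ppp2ca, which has 1 probe. Supplemental Table 1 was used only gene by gene, since it is held in part, and the pathway lists of the paper, its RT-PCR and its other experiments are not analysed here.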

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

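The tests of other splits of the arrays, of slides as an explanation, of the slide of EDRE replicates 2 and 3 at 15 min, and of accessions outside mRNA were chosen only after the result was seen, while slide as a random block was itself an alternative set before. Arrays with the same scan time are taken as 1 slide, which is an inference.

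The change after IR differed between ES and ED cells for 545 genes at 15 min and 308 genes at 4 h. This is by a test of the interaction itself, at an adjusted p under 0.05 with no limit on size. Among 100 splits of the arrays within each cell type, the real one included, 1 gave as many genes at 15 min and 1 at 4 h. The most that any other gave was 131 and 171. The splits mix irradiated arrays with controls in each cell type, and so mix slides. They ask whether the grouping of the arrays matters at all. They cannot tell a difference between the responses from an effect of IR or slide present in both cell types. Without replicates 2 and 3 of EDRE, which share a slide with low signal, 315 genes differed at 15 min, but without replicate 2 of ES alone 136 did, so an effect of that slide cannot be told apart from the loss of arrays by this test. Without replicate 1 of EDRE 6949 genes differed. Over all arrays left out in turn, the number lay between 136 and 6949 at 15 min and between 128 and 1515 at 4 h. With slide as a random block, 0 genes differed at 15 min and 0 at 4 h in limma's test. Of 28103 and 28382 probes tested, 259 and 382 had an unadjusted p under 0.05, fewer than chance gives. That test could therefore find few differences, and its 0 decides nothing. As no slide holds a group with its control, these tests cannot tell differences between slides and the response to IR apart for these genes. A biological difference between the cell types stays open.

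Of the genes that differed between ED and ES cells, 3559 have accessions outside mRNA, which the paper does not discuss. They make up 34.3% of the 10386 probes of this kind tested, against 45.8% of 18291 mRNA probes. Signals near background do not account for them, since among the 3338 such probes with a mean over all 18 arrays above the median 35.0% were counted, against 41.4% of such mRNA probes. Differences between slides stay open, since the ES and ED arrays lie on different slides, and so does a biological difference between ES and ED cells, which was not tested apart from slide.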

How the results depend on the processing

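The alternatives with outlier spots kept, with EDRE replicates 2 and 3 left out together, with the authors' matrix and the methods' t-test, and with cameraPR were chosen only after the result was seen. Counts here are of genes higher and lower, and the cause of a change was not tested unless said.

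The main counts were 3904 and 6998 in ED against ES, 74 and 44 in ESRE, 177 and 1766 in ESRL, 500 and 663 in EDRE, 326 and 59 in EDRL, 31 and 21 in the ED and ES intersections, and 545 and 308 in the interactions at 15 min and 4 h. Set tests are given by adjusted p. Their ranges over alternatives were 7.2e-18 to 0.117 for ribosomal protein genes in ESRE and 0.00187 to 0.662 in EDRE, 0.00439 to 0.423 for DNA replication genes in ESRL and 0.00681 to 0.943 in EDRE, 0.00264 to 0.681 for p53 target genes in EDRE, and 0.0461 to 0.703 in ESRE, 0.00587 to 0.880 in EDRE and 0.00587 to 0.228 in EDRL for RNA transport genes. The calls of ribosomal protein and p53 target genes in ESRL, DNA replication genes in ESRE and p53 target genes in EDRL held under every alternative run.

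With normexp background correction, ESRE had 7 lower, ESRL 29 higher and 47 lower, EDRE 2922 higher and 143 lower, EDRL 135 higher and 9 lower, and the interactions 57 at 15 min and 18 at 4 h. DNA replication genes passed in EDRE (0.00681) and RNA transport genes in EDRL (0.0270). With quantile normalization, ESRE had 122 higher, ESRL 330 higher and 623 lower, EDRL 27 lower and the ES intersection 52. Ribosomal protein genes no longer passed in ESRE (0.117) and were reversed in EDRE (0.0376), DNA replication genes no longer passed in ESRL (0.423), and RNA transport genes passed in EDRL (0.0376).

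With median scaling, ED had 6976 higher, ESRE 116 higher, ESRL 551 higher and 1032 lower, EDRE 1354 higher, EDRL 29 lower and the ES intersection 73. Ppp2ca was at 1.42 in ESRE against ES, 1.09 in ESRL against ES and -0.67 in ESRL against EDRL, and p53 target genes passed in EDRE (0.0495). With the series matrix, ED had 6175 higher and 4360 lower, ESRL 518 higher and 967 lower, EDRE 1204 higher, EDRL 25 lower and the ES intersection 65. Ppp2ca was at 1.42, 1.09 and -0.67 in the same comparisons, and p53 target genes passed in EDRE (0.0495). The median change of all probes moved by 0.41, 0.64 and 0.65 in ED against ES under quantile, median and matrix scaling, and by 0.56 in EDRE under normexp.

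With no detection filter, ESRE had 28 lower, EDRE 1816 higher and the ED intersection 72. With probes well above background on all 18 arrays, which tests fewer probes, ED had 2132 lower, ESRL 92 higher and 402 lower, EDRE 246 lower, EDRL 141 higher and 22 lower, the ED intersection 10 and the interactions 309 and 188. Ppp2ca was at 1.32 in ESRE against ES, now past the threshold, and DNA replication genes did not pass in ESRL (0.0717). With mRNA accessions only, which tests fewer genes, ED had 2371 higher, ESRE 19 lower, ESRL 753 lower, EDRE 372 lower, EDRL 35 lower and the interactions 334 and 204.

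With the replicate number as a block, the interaction at 4 h was 181 and p53 target genes passed in EDRE (0.0448). Over 45 pairs of arrays with the same number the median correlation was -0.02, from -0.43 to 0.30, so they share only a number. With slide as a random block, ED had 2072 higher and 3417 lower, ESRE and ESRL 0 higher and 0 lower, EDRE 0 higher and 1 lower, EDRL 32 higher and 0 lower, and both intersections and both interactions 0. In these limma tests 204, 689, 1055 and 949 probes of ESRE, ESRL, EDRE and EDRL, and 259 and 382 of the interactions, had an unadjusted p under 0.05. All were fewer than chance gives for the probes tested. Ppp2ca in ES against ED was at -0.89 and did not pass, and p53 target genes passed in EDRE (0.0179). With the scan date as a block, which moves only replicate 1 of ESRL, ESRE had 147 higher and 87 lower, ESRL 1080 lower, EDRL 109 lower, the ES intersection 63 and the interaction at 15 min 960. Ppp2ca passed at 1.32 in ESRE and 1.15 in ESRL, and the difference of its change between ES and ED cells at 1.35 at 15 min and 1.26 at 4 h, against 1.35 and 0.87, short of it, in the main result.

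With only the 2 groups compared, ESRE had 307 higher and 211 lower, ESRL 89 higher and 312 lower, EDRE 0 and 0 (limma, 3890 probes at an unadjusted p under 0.05), EDRL 581 higher and 256 lower, the ED intersection 0 and the interaction at 4 h 867. Ppp2ca passed in ESRE at 1.32. With the methods' t-test, ESRE had 344 higher and 373 lower, EDRE 272 higher, EDRL 590 higher and 277 lower, and the intersections 50 in ED and 75 in ES. After Benjamini-Hochberg adjustment of that test, ESRE had 142 higher, ESRL 7 higher and 7 lower, EDRE 0 higher and 1 lower, EDRL 142 lower and both intersections 0. Before adjustment the methods' t-test gave EDRE 272 higher and 725 lower. With more than 2-fold and no test, ESRE had 441 higher and 1013 lower, ESRL 416 and 4325, EDRE 912 and 2155, EDRL 760 and 548, and the intersections 146 in ED and 264 in ES. With an adjusted p and no fold limit, ESRL had 453 higher, EDRE 872 higher, EDRL 161 lower, and the intersections 83 and 55.

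With outlier spots kept, EDRE had 1067 lower and Ppp2ca passed in ESRE at 1.49 and in the difference of its change at 15 min at 1.74. Without EDRE replicates 2 and 3, EDRE had 198 lower, the ED intersection 47, the interaction at 15 min 315, and p53 target genes passed in EDRE (0.00500). With the authors' matrix and the methods' t-test, ED had 7081 higher, ESRE 536 higher and 288 lower, ESRL 824 and 697, EDRE 2722 and 309, EDRL 983 and 172, and the intersections 231 and 214. Under fry, RNA transport genes passed in ESRE (0.0461), EDRE (0.00587) and EDRL (0.00587), ribosomal protein genes in EDRE (0.0304) and p53 target genes in EDRE (0.00264). Under cameraPR, RNA transport genes passed in ESRE (0.0496), ribosomal protein genes in EDRE (0.00187) and p53 target genes in EDRE (0.0320).

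With each array of the groups compared left out in turn, counts were 3658 to 3769 higher and 6458 to 6841 lower in ED, 18 to 32 and 7 to 58 in ESRE, 91 to 293 and 730 to 3781 in ESRL, 78 to 3101 and 163 to 2347 in EDRE, and 228 to 301 and 18 to 81 in EDRL. The ED intersection was 9 to 71, the ES intersection 7 to 64, and the interactions 136 to 6949 and 128 to 1515. The highest EDRE counts were those without replicate 1 of EDRE. An array of another group enters only the spread. With each of those left out, counts were 3858 to 4006 and 6933 to 7167 in ED, 74 to 298 in both directions together in ESRE, 154 to 262 and 1440 to 2300 in ESRL, 303 to 603 and 424 to 938 in EDRE, and 291 to 417 and 40 to 109 in EDRL. The ED intersection was then 22 to 37, the ES intersection 17 to 60, and the interactions 363 to 960 and 224 to 934. Without replicate 1 of ESRL, Ppp2ca passed at 1.32 in ESRE and at 1.35 in the difference of its change at 15 min. With arrays of the groups compared left out, Ppp2ca was at -1.13 to -0.97 in ES against ED and 0.54 to 1.15 in ESRL against ES, and the difference of its change was 1.26 to 1.42 at 15 min and 0.65 to 1.26 at 4 h. Set tests gave 0.0460 to 0.162 for RNA transport genes in ESRE, 0.00858 to 0.201 for p53 target genes and 0.0234 to 0.351 for ribosomal protein genes in EDRE. With 1 array left in a group, that array is assumed to vary like the others. The fit without EDRE replicate 1 gave no value of Ppp2ca in EDRE, and a fixed effect of slide could not be estimated.

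For the genes named, 66 values were followed over 1105 alternative values. They were judged by direction and adjusted p alone, without the limit of 1 on size. Of these, 890 kept direction and side, 214 lost an adjusted p under 0.05, 1 gained it and 0 changed sign. Slide as a random block lost 41 of 66, the 2 groups alone 18 and normexp 17. The low signal over background of EDRE replicates 2 and 3, where 49.5% and 55.5% of probes were well above background, limits the genes tested in EDRE, 22454 against 23257 in EDRL, which has the same control.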

Differences from the paper's values

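The added alternatives named here were chosen after the values were seen, and no test was added for the comparison with the paper.

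For genes altered by differentiation and by IR in ED cells, the paper's value is 139 and the value here is 31. Of the alternatives set before the data were examined, more than 2-fold with no test gave 146, and no other came within 1.5 times. For ES cells the paper's value is 144 and the value here is 21. None of those alternatives came within 1.5 times, and the authors' matrix with the methods' t-test, an alternative chosen after seeing the values, gave 214.

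The paper's counts after IR are shown in Fig. 1a, read by eye. Genes down in ESRE number about 330 in Fig. 1a and 44 here. The methods' t-test gave 373, no other alternative set before came as close, and the authors' matrix with that test, chosen after seeing the values, gave 288. Genes up in ESRL number about 290 in Fig. 1a and 177 here. Quantile normalization gave 330, the methods' t-test 250, more than 2-fold with no test 416, and without replicate 1 or 2 of ESRL 204 and 293, without replicate 1 or 2 of EDRE 262 and 206, and the others did not come within 1.5 times. Genes down in ESRL number about 590 in Fig. 1a and 1766 here. Quantile normalization gave 623, probes well above background on all 18 arrays 402, mRNA accessions 753, and without replicate 1, 2 or 3 of ES 844, 730 and 853, and the authors' matrix with the methods' t-test, chosen after seeing the values, gave 697. The others did not.

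Genes up in EDRE number about 110 in Fig. 1a and 500 here. Only fits without replicate 1 or 2 of ED (80 and 78) or replicate 3 of EDRE (84) came within 1.5 times. Genes down in EDRE number about 1400 in Fig. 1a and 663 here. The scan date as a block gave 935, fits without replicate 1 or 2 of ESRL 935 and 938, and outlier spots kept, chosen after seeing the values, 1067, and the other alternatives did not. Genes up in EDRL number about 73 in Fig. 1a and 326 here, and none of the alternatives came within 1.5 times. Genes down in EDRL number about 650 in Fig. 1a and 59 here, and more than 2-fold with no test gave 548, and the others did not.

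The paper states that the catalytic subunit of PP2A is overexpressed and induced by radiation selectively in stem cells. Ppp2ca was lower in ES than in ED cells by a log2 difference of -1.06, and the difference in its change after IR between ES and ED cells did not pass the threshold (1.35 at 15 min, with 1 array in EDRE assumed to vary like the other groups, and 0.87 at 4 h). That difference passed it with the scan date as a block at both times (1.35 and 1.26), without replicate 1 of ESRL at both times (1.35 and 1.26), and at 15 min with outlier spots kept, chosen after seeing the values (1.74). Its rise at 15 min, 1.32 here, passed the threshold with median scaling and with the authors' matrix (1.42 in both), with probes well above background on all 18 arrays, with the scan date as a block, with only the 2 groups compared and without replicate 1 of ESRL (1.32 in each), and with outlier spots kept, chosen after seeing the values (1.49). Its rise at 4 h, 0.76 here, passed it with median scaling and the authors' matrix (1.09 in both). It also passed with the scan date as a block and without replicate 1 of ESRL (1.15 in both). Replicate 1 of ESRL is the only array of its scan date, so that block and its removal are nearly the same fit. Median scaling and the authors' matrix both centre each array near its median. The alternatives of each pair are therefore not independent of each other.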

Other observations

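The tests of Ppp2ca, of the scaling of ribosomal protein genes, of slides as an explanation, of brighter and dimmer probes in EDRE by their mean, and of p53 target genes were chosen only after the result was seen, while slide as a random block was itself an alternative set before.

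For each of the 5 comparisons, the real grouping was 1 of the 10 splits of its 6 arrays that gave as many genes, and no other did. Because 3 arrays against 3 never give a share under 0.1, chance cannot be excluded this way. In EDRE against ED, the 3 other splits that keep replicates 2 and 3 of EDRE together, as their slide does, gave 380, 237 and 64 genes, and the 6 splits that separate these replicates gave at most 1. The real grouping gave 1 with slide as a random block. For the ED intersection 5 of 100 splits gave as many genes (highest 211), so chance is not excluded. For the ES intersection 4 of 100 did (highest 773), which is under a share of 0.05 by 1 split drawn. An exclusion of chance would rest on that split. The splits also mix slides, so they do not exclude a difference between slides.

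Of the genes in the ED intersection, 51.6% changed after IR in the direction opposite to differentiation. In simulations with shared ED arrays and independent effects this share was between 0% and 75%, so the shared arrays may account for it. In the ES intersection 81.0% changed in the direction of differentiation, against 0% to 66.7% in simulations. These held only 1 to 5 genes, so shared arrays cannot be told apart from a real direction there. The simulations held no difference between slides, so the slide of the ES arrays stays open as well.

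The count in EDRE against ED may come in part from the slide of replicates 2 and 3. Over the 5516 probes of 5435 genes counted from these replicates alone, changes were taken in the direction of replicates 2 and 3. The median change in replicate 1 was 6.29% of that in replicates 2 and 3. In the same direction changed 60.0% of the probes, with replicate 1 being a single array. As replicates 2 and 3 chose the probes, part of this gap may come from that choice. Among probes well above background on all 18 arrays 5.76% of genes were counted, against 5.18% among all, but that filter removes genes that fell in EDRE, so it decides nothing. Among the 10906 genes of probes with a mean over all 18 arrays above the median, 3.30% were higher, against 2.23% of all genes, so signals near background do not account for the genes higher. In the same probes 1.49% were lower, against 2.95% of all genes and 4.28% of those with dimmer probes, so signals near background on that slide may account for part of the genes lower. In ESRL against ES, 1278 genes were counted without replicate 1, the array scanned on another day, and 1943 with it. Without replicate 1, 2 or 3 of ES, which share a slide, 949, 821 and 977 were counted, and without replicate 2 of ESRL 4074, so an effect of the other scan day cannot be told apart from the loss of 1 array by this test.

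Summed over the 4 comparisons after IR, 3609 genes were counted, and 33 with slide as a random block. For the genes no longer counted, p53 target genes in EDRL apart, the tests made do not tell slide and IR apart. No slide holds a group with its control, and times after IR were compared within 1 slide for p53 target genes only.

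Ppp2ca was lower in ES than in ED cells. The choice of scaling does not account for it, since the smallest difference under the other background corrections and scalings was -1.06, nor does the outlier mark on replicate 1 of ES, since with outlier spots kept the adjusted p was 0.00157 (limma; over the alternatives between 1.06e-04 and 0.308). The ES arrays lie on 1 slide without other groups, so neither this difference nor the rise of Ppp2ca in ESRE, which has the same 1 slide as its control, can be told apart from a difference between slides.

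The rise of ribosomal protein genes in irradiated ES cells stayed positive under each of the 5 scalings at both times, with a lowest median of 0.055, under quantile normalization, where it did not pass the threshold in ESRE. Whether scaling makes the rest of the rise cannot be told apart from IR by these values.

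The rise of p53 target genes 4 h after IR of ED cells was also seen within 1 slide. The slides that separate EDRL from ED therefore need not account for it. On the slide that EDRL shares with replicate 1 of EDRE, the median difference between them was 0.83, with 24 of 26 genes higher, or 94.3% of the 0.88 against ED. That replicate is a single array, so its side of the difference has no spread. The call of this list in EDRL held under every alternative run, slide as a random block among them. The rise was larger in ED than in ES cells (camera p of the interaction 5.3e-12, fry 8.8e-07; median difference -0.73, ES minus ED), with a larger rise in ED for 26 of 27 genes. A stronger p53 response in ED cells at 4 h is 1 reading of this, as a hypothesis found on the same data, and the slides of ES and ED differ. The level of the list before IR was not compared between ES and ED cells. The named p53 target genes that passed the threshold between ED and ES cells, Mdm2, Btg2, Trp53inp1 and Pmaip1, were all lower in ED cells. A larger rise in ED cells therefore does not show a higher level after IR.

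Lists described without a test had these median log2 changes in ESRE, ESRL, EDRE and EDRL. Immediate early genes were at -0.14, -0.26, 0.02 and 0.38, pluripotency genes at 0.20, -0.13, -0.05 and 0.01, and PP2A subunits at -0.11, -0.09, 0.05 and 0.00.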
